# Role of CD4^+^ T-cells for regulating splenic myelopoiesis and monocyte differentiation after experimental myocardial infarction

**DOI:** 10.1007/s00395-024-01035-3

**Published:** 2024-03-04

**Authors:** Nadine Gladow, Claudia Hollmann, Johannes Weirather, Xin Ding, Matthias Burkard, Sabrina Uehlein, Richa Bharti, Konrad Förstner, Thomas Kerkau, Niklas Beyersdorf, Stefan Frantz, Gustavo Ramos, Ulrich Hofmann

**Keywords:** Myocardial infarction, Monocytes, Lymphocytes, Treg

## Abstract

Myocardial infarction (MI) induces the generation of proinflammatory Ly6C^high^ monocytes in the spleen and the recruitment of these cells to the myocardium. CD4^+^ Foxp3^+^ CD25^+^ T-cells (Tregs) promote the healing process after myocardial infarction by engendering a pro-healing differentiation state in myocardial monocyte-derived macrophages. We aimed to study the effects of CD4^+^ T-cells on splenic myelopoiesis and monocyte differentiation. We instigated MI in mice and found that MI-induced splenic myelopoiesis is abrogated in CD4^+^ T-cell deficient animals. Conventional CD4^+^ T-cells promoted myelopoiesis in vitro by cell–cell-contact and paracrine mechanisms, including interferon-gamma (IFN-γ) signalling. Depletion of regulatory T-cells enhanced myelopoiesis in vivo, as evidenced by increases in progenitor cell numbers and proliferative activity in the spleen 5 days after MI. The frequency of CD4^+^ T-cells-producing factors that promote myelopoiesis increased within the spleen of Treg-depleted mice. Moreover, depletion of Tregs caused a proinflammatory bias in splenic Ly6C^high^ monocytes, which showed predominantly upregulated expression of IFN-γ responsive genes after MI. Our results indicate that conventional CD4^+^ T-cells promote and Tregs attenuate splenic myelopoiesis and proinflammatory differentiation of monocytes.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00395-024-01035-3.

## Introduction

Monocyte-derived cells are centrally involved in all stages of ischaemic heart disease. During atherogenesis, monocyte accumulation in the vessel wall feeds the macrophage and foam cell pools, thereby contributing to vessel inflammation and disease progression [21, 22]. Ischaemia following atherosclerotic plaque rupture and thrombotic coronary artery occlusion inflicts a cardiac wound that triggers the inflammatory pathways and thus leads to the rapid recruitment of myeloid cells from the circulation into the myocardium. Monocyte-derived macrophages are centrally involved in resorption of necrotic myocardial tissue, resolution of inflammation during post-infarction healing, and chronic remodelling of the left ventricle [9]. Although monocytes are integral components of cardiac healing [8], an unbalanced or exaggerated immune reaction after myocardial infarction (MI) aggravates the tissue damage that triggers maladaptive remodelling [7]. Therefore, there is a clinical need to gain deeper insight into the factors regulating monocyte production and differentiation after MI.

Early after MI, the monocyte reservoir in the splenic red pulp supplies a large proportion of monocytes to the infarct zone [12, 20, 28]. The importance of the splenic-monocyte pool to proper early healing is underscored by the demonstration, in mice, that splenectomy during the first week after MI drastically reduced monocyte numbers in the myocardium and compromised infarct healing [12, 20]. To meet the continuously high demand for monocytes during the entire healing process, an “emergency myelopoiesis” programme starts in the spleen [6]. This allows for continual recruitment of splenic monocytes to the healing myocardium. Mechanistically, the initiation of sympathetic activity after MI and the subsequent noradrenaline release leads to the engagement of beta- adrenergic receptors on bone marrow stromal cells, resulting in the downregulation of stem cell retention factors, such as CXCL-12 or vascular cell adhesion molecule 1 (VCAM-1). As a consequence of this process, haematopoietic stem cells (HSCs) are liberated from the bone marrow into the circulation [4, 5]. Released HSCs seed into the spleen where they expand in situ and undergo myeloid lineage commitment and progenitor cell differentiation [4–6, 20].

Like the innate immune system, the adaptive immune system also activates in response to MI, and CD4^+^ Foxp3^+^ CD25^+^ T-cells (regulatory T-cells; Tregs) have been shown to pivotally facilitate cardiac healing [2, 14, 15]. Tregs crucially improve post-infarction healing by mitigating cardiac inflammation [26]. Moreover, Tregs can modulate fibroblast function and programme macrophage polarisation in the infarct zone towards a differentiation state that promotes healing [26, 30]. However, the infarct zone contains substantially more monocytes than CD4^+^ T-cells, which suggests CD4^+^ Tregs may exert their healing supportive function, at least partially, outside the infarcted heart.

In addition to multi-organ autoimmunity, mice with a constitutive loss-of-function mutation in the Foxp3 gene show spontaneous myelopoiesis due to losing the inhibition of the lymphocytes that produce myelopoiesis-inducing proteins in the spleen [18, 27]. In the absence of Treg-mediated suppression, granulocyte–monocyte colony stimulating factor (GM-CSF) production by CD4^+^ T-cells induces splenic but not bone marrow myelopoiesis. This indicates that Tregs are necessary to counter-regulate spontaneous splenic myelopoiesis in the steady state. Nevertheless, it is not yet known whether Tregs also regulate extramedullary myelopoiesis in response to sterile tissue injury. This prompted us to hypothesise that in addition to their known effect on monocyte recruitment and their local differentiation in the infarcted myocardium, Tregs may also regulate monocyte production and differentiation in the spleen. Therefore, we studied the impact of Tregs and Tconv on splenic myelopoiesis and monocyte differentiation in response to experimental MI.

## Methods and materials

### Mice and surgeries

Male mice between 8 and 10 weeks of age were used for all experiments. Mice expressing the human diphtheria toxin receptor under the control of the Foxp3 promotor, named B6.129(Cg)*Foxp3*^*tm3Ayr*^/J (Foxp3^DTR^ mice; RRID:IMSR_JAX:016958), and the respective wild type (WT) controls from Jackson Laboratory were used for pharmacological ablation of CD4^+^ Foxp3^+^ T-cells.

Myocardial infarction was induced by permanent ligation of the left anterior descending coronary artery, as described previously [10]. Mice were anaesthetized using 3–4% isoflurane, intubated, and ventilated with oxygen/0.8–1.2% isoflurane. Permanent MI was induced as described previously [16]. For the sham surgery, a thoracotomy was performed without ligating the vessel. All mice undergoing surgeries were injected with buprenorphine (0.1 mg/kg intraperitoneally) for analgesia. In the Treg cell ablation experiments, 500 ng diphtheria toxin (DTX, Merck Millipore) per mouse was injected intraperitoneally on day 2 and day 1 before surgery. To prevent Treg cell rebound, 250 ng DTX per mouse was in addition injected on day 2 after the MI or sham operation.

### Flow cytometry

To stain mature leukocytes from the lymph nodes and spleen, single-cell suspensions were prepared. Up to 10^6^ cells were stained in 50 µl PBS + 0.5% BSA + 0.05% NaN_3_ + 1 mM EDTA. Following Fc receptor blockade with the antibody clone 2.4G2 (20 min, 4 °C), fluorochrome-labelled antibodies against surface leukocyte markers were added. To stain splenic stem and progenitor cells, splenocytes were resuspended in BSS + 5% BSA. B-cells, T-cells, and erythrocytes were depleted from the suspension using magnetic separation according to the manufacturer’s protocol (Miltenyi). In brief, after Fc receptor blockade, biotinylated antibodies against TCR-β, CD19, and Ter119 were added to the cell suspension. After 15 min of incubation on ice, the cells were washed in BSS + 5% BSA and resuspended in BSS + 5% BSA. Streptavidin-coated beads were added. After incubation, the cells were washed and applied to an LS-MACS column (Miltenyi). The flow-through was used for surface marker labelling. The following antibodies (clones) were used: anti-CD11c (N418), anti-CD127 (A7R34), anti-CD25 (PC61), anti-CD19 (6D5) anti-CD3 (17A2), anti-CD45 (30-F11), anti-CD4 (RM4-5), anti-CD49b (DX5), anti-FceR1α (MAR-1), anti-CD117 (2B8), anti-Ly6G (1A8), anti-CD34 (HM34), anti-NK1.1 (PK136), anti-Sca-1 (D7), anti-CD48 (HM48-1), anti-CD150 (TC15-12F12.2), anti-CD11b (M1/70), anti-CD135 (A2F10), anti-Ly6C (HK1.4), anti-CD115 (AFS98), anti-CD8 (53–6.7), and anti-B220 (RA3-6B2). The gating strategy and progenitor-subset definitions are depicted in Supplementary Fig. 4.

For intracellular cytokine/growth factor staining, cells were stimulated ex vivo for 6 h (37 °C) in RPMI 1640 + 10% FBS with phorbol-12-myristate-13-acetate (PMA, Sigma-Aldrich) and ionomycin (Sigma-Aldrich) in the presence of monensin (BioLegend). For intracellular staining with anti-GM-CSF (MP1-22E9), anti-IFN-γ (XMG1.2), anti-IL-3 (MP2-8F8), anti-IL-6 (MP5-20F3), or anti-Foxp3 (FJK 16 s) antibodies, cells were fixed, permeabilized (with fixation/permeabilization solution; BD Bioscience according to the manufacturer’s protocol), and stained with the appropriate antibodies (all purchased either from BD Biosciences or BioLegend). To quantify the splenic stem and progenitor cells, counting beads (Thermo Fisher Scientific) were included. Cells were analysed on an LSR II flow cytometer (BD Biosciences) with FlowJo software (TreeStarInc; RRID:SSR_008520). Cell sorting was performed using a FACSAria III (BD Biosciences).

### In vivo proliferation of stem and progenitor cells

To assess the proliferation of stem and progenitor cells in vivo, mice were injected with 50 mg/kg EdU intraperitoneally 1 h before euthanasia. Prior to staining with surface antibodies, single-cell suspensions were stained with EdU by using a Click-iT EdU Alexa Fluor 488 Kit (Thermo Fisher Scientific) according to the manufacturer’s instructions. In brief, cells were incubated with 50 µl Click-iT^®^ fixative for 15 min at room temperature. After washing and permeabilizing, cells were incubated for 30 min with the Click-iT reaction cocktail containing the fluorescent dye, azide, and CuSO_4_. After washing, the resuspended cells were analysed on a flow cytometer.

### In vitro studies

CD4^+^ CD25^+^ regulatory T-cells and CD4^+^ CD25^−^ T-cells were isolated from C57BL/6 J mice with the magnetic-activated cell sorting kit from Miltenyi (CD4^+^ CD25^+^ Regulatory T Cell Isolation Kit). The cells were stimulated with CD3/CD28 (Dynabeads Mouse T-Activator CD3/CD28 from Gibco) for 24 h. For coculture experiments, these stimulated CD4^+^ T-cells were cultured together with isolated CFSE-labelled bone marrow cells from CD4KO mice (B6.129S2-*Cd4*^*tm1Mak*^/J from Jackson Laboratories) in the presence or absence of serum from 5 day MI or sham-operated WT animals. The in vitro studies were performed in RPMI medium supplemented with 10% FBS for 72 h at 37 °C. For transwell assays, membranes (Corning Life Sciences) with 0.4 µm pores were used to separate Tregs or Tconv cells from bone marrow cells. 100U/ml IFN-gamma (Peprotech) were added to the cell culture when indicated.

### Quantitative real-time PCR

Messenger RNA (mRNA) was extracted from the spleens of non-reperfused mice using a RNeasy Mini Kit (Qiagen) according to the manufacturer’s instructions. One microgram of mRNA was transcribed to complementary DNA (cDNA) with an iScript kit (Bio-Rad). TaqMan primers (Life Technologies) were employed for quantitative real-time PCR (Applied Biosystems). The results are expressed as Ct values normalised to the housekeeping gene Gapdh. For real-time PCR analysis of FACS-sorted cells, a RNeasy Micro Kit (Qiagen) was applied, and the mRNA was amplified using a REPLI-g WTA Single Cell kit (Qiagen) according to the manufacturer’s protocol.

### Transcriptome analysis

Splenic monocytes were isolated by fluorescence activated cell sorting (FACS) as CD11b^+^ Ly6G^−^ F4/80^+^ Ly6C^hi^ CD115^+^ cells. Samples of 6800–26,800 Ly6C^hi^ splenic monocytes were collected directly into 150 μl RLT lysis buffer (containing 10% β-mercaptoethanol). RNA extraction was performed using a RNeasy Mini Kit (Qiagen) according to the manufacturer’s instructions. The quantity and quality of the extracted RNA were tested with an Agilent 2100 Bioanalyzer RNA Pico assay (Agilent Technologies). An Ovation SoLo RNA-Seq Mouse System (NuGEN) was used for library preparation, following the manufacturer’s instructions, starting with 20–50 pg good-quality RNA (RIN > 7) as the input. The final libraries were quantified using a Qubit 2.0 Fluorometer (Invitrogen) and tested with an Agilent 2100 Bioanalyzer RNA Nano assay (Agilent Technologies). The libraries were then processed on an Illumina cBot for cluster generation on the flowcell, following the manufacturer’s instructions, and 30 million reads were sequenced in the single-end 50 bp mode on a HiSeq2500 (Illumina). The CASAVA 1.8.2 version of the Illumina pipeline was used to process the raw data for both format conversion and de-multiplexing.

The raw reads were processed using a FastQC 0.11.3 to assess read quality, number of duplicates, and adapter sequences. The Illumina TruSeq adaptors were removed using Cutadapt software (version 1.12) and the reads were further trimmed to maintain a quality drop value below a mean of Q20. Following this, the processed sequences were mapped to the murine genome (mm12, GRCm38) using the short read aligner STAR-2.5.2b software [3] with genome and annotation files retrieved from GENCODE. For all studied samples, the proportion of reads mapped to the mouse reference genome ranged between 78 and 83%. The reads aligning to specific genes were quantified using BEDTools software [24], subcommand intersect (version 2.15.0). Differentially expressed genes were identified using DESeq2 software (version 1.16.1). The genes with a Benjamini–Hochberg corrected *P* value below 0.05 were classified as significantly differentially expressed. Heat maps were used to represent the top 50 genes differentially expressed by log_2_-fold-change. In addition, gene ontology (GO) term enrichment analyses for differentially expressed genes were carried out using Innate DB database web service [1]. In each case, only the GO terms with a corrected *P* value below 0.01 were reported and visualised.

Protein–protein interaction analysis was performed using the STRING database (http://string-db.org/).

### Statistics

Statistical analyses were performed using GraphPad Prism version 5 software (RRID:SCR_002798). The results are displayed as the mean ± standard deviation. For two-group comparisons, an unpaired t test was conducted for normally distributed variables. For multiple comparisons, 2-way ANOVA was used. *P* values < 0.05 were considered statistically significant.

## Results

### Changes in the splenic CD4^+^ T-cell compartment after myocardial infarction

During the first week after MI, the spleen is the major source for monocytes recruited to the myocardium. To replenish the splenic pool splenic myelopoiesis peaks around day 5 [20]. Accordingly, when comparing cell numbers in sham vs MI animals, we found significantly increased monocyte progenitor cells (HSCs and GMPs/CMPs) at day 5 in the spleen but not in the bone marrow (Suppl. Figure 1a,b). Furthermore, the frequencies of EdU^+^ HSCs, MPPs and GMP/CMPs were significantly higher in the spleens of MI vs sham-operated animals, whereas in the bone marrow the proliferative activity of progenitor cells was unchanged (Suppl. Figure 1c). Moreover, 56 days after MI there were no differences in progenitor cells between sham and MI animals within the spleen and the bone marrow (Suppl. Figure 1a,b).

As CD4^+^ T-cells might play a role in regulating MI-induced splenic-monocyte production, we analysed the composition of the splenic CD4^+^ T-cell compartment, including both regulatory (Treg: Foxp3^+^ CD25^+^) and conventional (Tconv: Foxp3^−^) T-cells, within the first week after MI (Fig. 1a). The absolute Treg counts on day 5 are significantly higher than on days 3 and 7 after MI. Moreover, there are increased Treg numbers in MI vs. sham on day 5 (Fig. 1b). In contrast, the absolute number of splenic Tconv did not change between days 3, 5, and 7 after MI (Fig. 1c). The Treg:Tconv ratio in the spleen was significantly higher on day 5 when comparing sham vs. MI and compared to day 3 or 7 after MI (Fig. 1d). In comparison to the spleen, no changes in Treg:Tconv ratio between sham and MI were detected in the bone marrow 5 days after surgery (Suppl. Figure 2f). Notably, the frequencies of B- and T-cells are significantly lower in the bone marrow and do not change after MI (Suppl. Figure 2a-e). As these transient changes in CD4^+^ T-cell composition could affect myelopoietic activity in response to MI, we further studied the role of Tconv and Tregs for myelopoiesis.

**Fig. 1:**
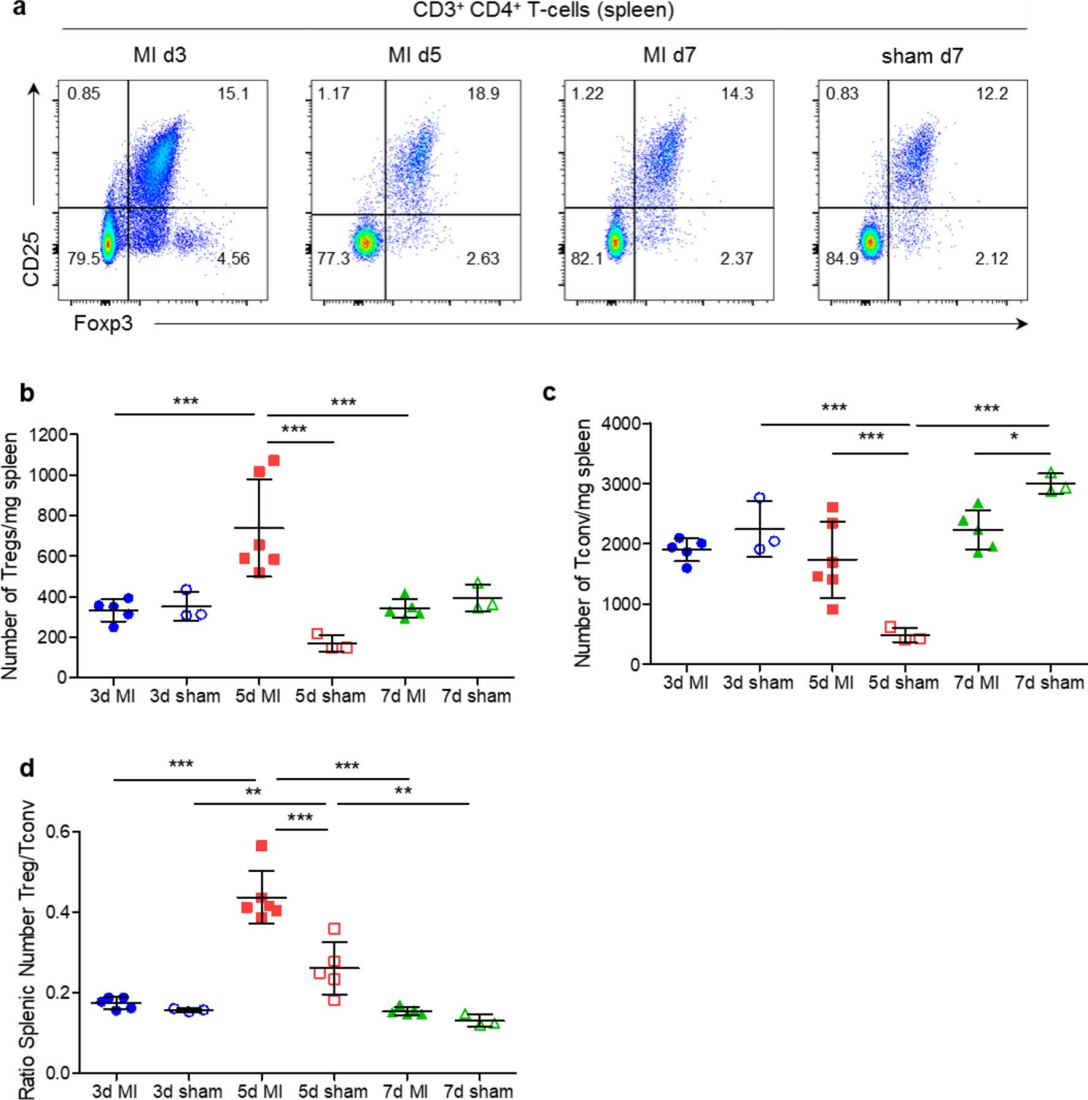
CD4^+^ T-cell subsets in the spleen. **a** Flow cytometry plots showing CD25 and Foxp3 expression in splenic CD4^+^ T-cells. **b**, **c** Absolute numbers of CD4^+^ Foxp3^+^ CD25^+^ (Treg; b) and CD4^+^ Foxp3^−^ (Tconv; c) T-cells in the spleens of post-MI and sham-operated animals on days 3, 5, and 7 after surgery. **d** Ratio of splenic Treg/Tconv numbers in the infarcted and sham-operated mice 3, 5, and 7 days after sham or MI surgery. *MI* myocardial infarction. Data are presented as the mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001 (**b-d** two-way ANOVA)

To elucidate the role CD4^+^ T-cells play in splenic myelopoiesis after MI, we analysed myelopoietic activity in CD4 KO animals vs. WT animals 5 days after MI. We found significantly lower numbers of both myeloid progenitor cells and Ly6C^high^ monocytes in the spleens of CD4 KO mice 5 days after MI (Fig. 2a). In contrast to the spleen, no significant differences in progenitor cell numbers and monocytes in the bone marrow of WT and CD4KO mice were found after MI (Fig. 2b). CD4 KO mice show adverse healing with enhanced inflammation in the heart, which might remotely interfere with splenic myelopoiesis [14]. To dissect the impacts of conventional vs. regulatory CD4^+^ T-cells on myelopoiesis post MI independently from systemic effects caused by different levels of myocardial injury and inflammation, we cultured bone marrow cells from CD4KO mice harvested 5 days after MI. Adding Treg cells did not affect ex vivo proliferation of hematopoietic precursor cells harvested from CD4 KO animals 5 days post MI. In contrast, coculture with activated Tconv enhanced proliferation of precursor cell populations (including HSCs and GMP/CMPs, Fig. 2c). Hence, these results indicate that CD4^+^ T-cells are required for splenic myelopoiesis in response to MI. Tconv promote myelopoiesis, whereas Treg have no impact in the absence of Tconv.

**Fig. 2:**
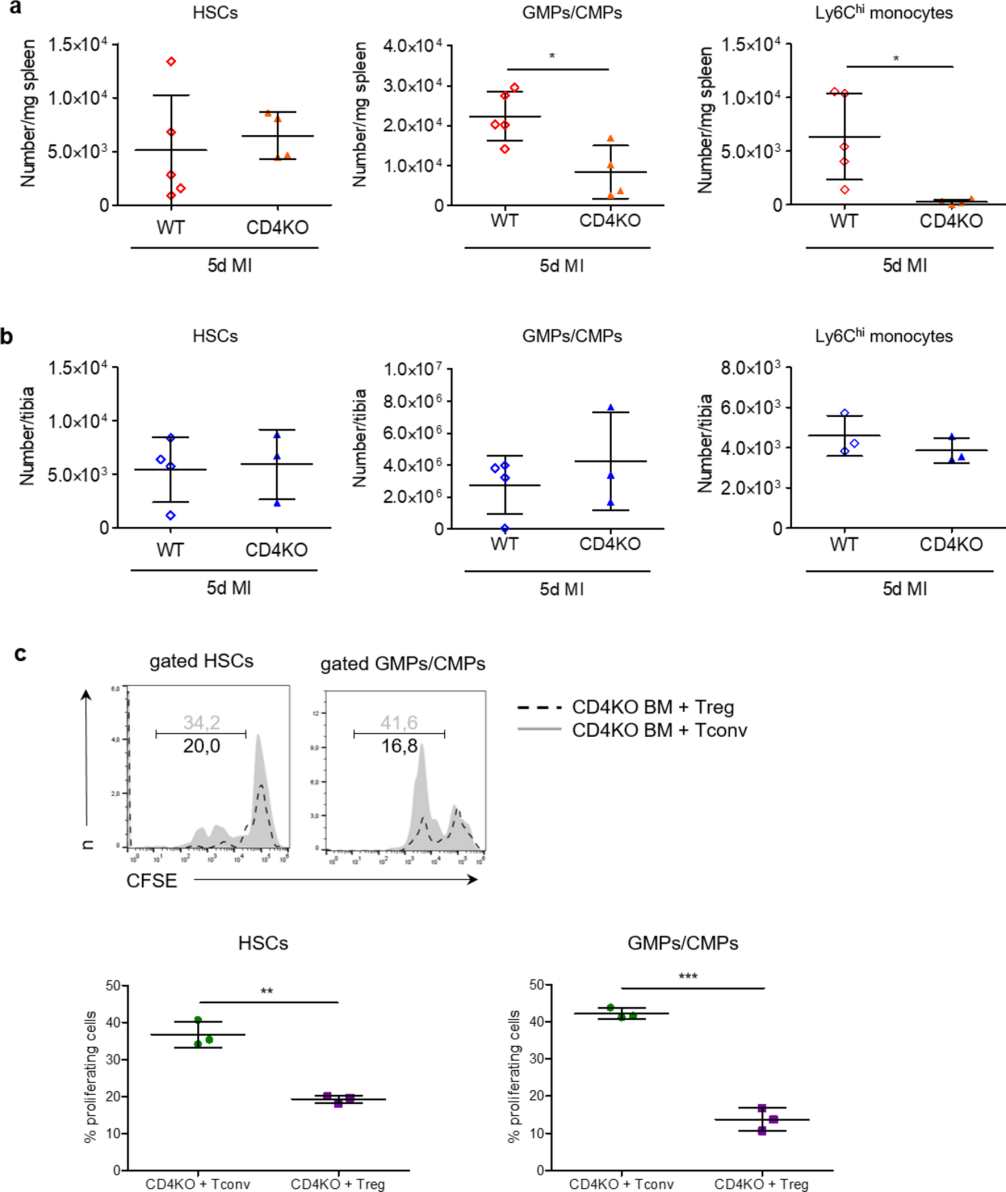
Role of CD4^+^ T-cells in splenic and bone marrow myelopoiesis. Quantification of HSCs, GMPs/CMPs, and monocytes in the spleens **a** and bone marrow **b** of WT and CD4 knockout mice (CD4KO) 5 days after MI. **c** Quantification of proliferative activity of HSCs and GMPs/CMPs isolated from CD4KO BM after coculture with splenic Tregs or Tconv from WT mice. *HSC* haematopoietic stem cell, *GMP* granulocyte–macrophage progenitor, *CMP* common myeloid progenitor. Data are presented as the mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001 (*t*-test)

### Regulatory T-cell depletion enhances splenic myelopoiesis after myocardial infarction

To further study the effect of Tregs on splenic myelopoiesis after MI in vivo, we analysed progenitor cell numbers in spleens from WT and Foxp3^DTR^ mice, both treated with diphtheria toxin to selectively deplete Tregs in Foxp3^DTR^ mice (Fig. 3). As we recently showed, this specific Foxp3^+^ cell depletion approach impairs the clinical outcome after MI by inducing a proinflammatory differentiation state in myocardial macrophages [15]. Notably, our protocol resulted in approximately 60% fewer Foxp3^+^ cells within the total CD4^+^ T-cell populations in the secondary lymphoid organs, including the spleen, when comparing Foxp3^DTR^ mice with WT mice (Suppl. Figure 3). Lineage^−^ Sca-1^+^ CD117^+^ cell subsets resembling HSCs supplied by the bone marrow and multipotent haematopoietic progenitors (MPPs) and Lineage^−^ CD117^±^ myeloid progenitor cell subsets, including common myeloid progenitors (CMPs), granulocyte–monocyte progenitors (GMPs), common monocyte progenitors (cMoPs), and monocytes, were analysed in the spleen by flow cytometry (Suppl. Figure 4). We studied cellular proliferative activity in vivo by applying the nucleoside analogue 5-ethynyl-2’-deoxyuridine (EdU; Fig. 3a). The absolute number of EdU^+^ monocytes (Fig. 3b) and the frequency of EdU^+^ HSCs, MPPs, GMPs/CMPs, cMoPs, and monocytes (Fig. 3c) were significantly higher in infarcted WT mice than in sham-operated WT animals. After MI, the numbers of EdU^+^ MPPs and cMoPs and the frequencies of EdU^+^ HSCs, MPPs, GMPs/CMPs, and cMoPs were significantly higher in Foxp3^DTR^ mice than in control WT mice (Fig. 3b, c), further demonstrating the increased in vivo proliferation of progenitor/stem cells in response to infarction in Treg-depleted animals. In the absence of MI, the Foxp3^+^ T-cell ablation approach per se did not considerably impact splenic progenitor cell proliferation. There was no significant difference in the frequency of EdU^+^ stem/ progenitor cells between sham-operated WT mice and Foxp3^DTR^ mice on day 5 (Fig. 3c).

**Fig. 3:**
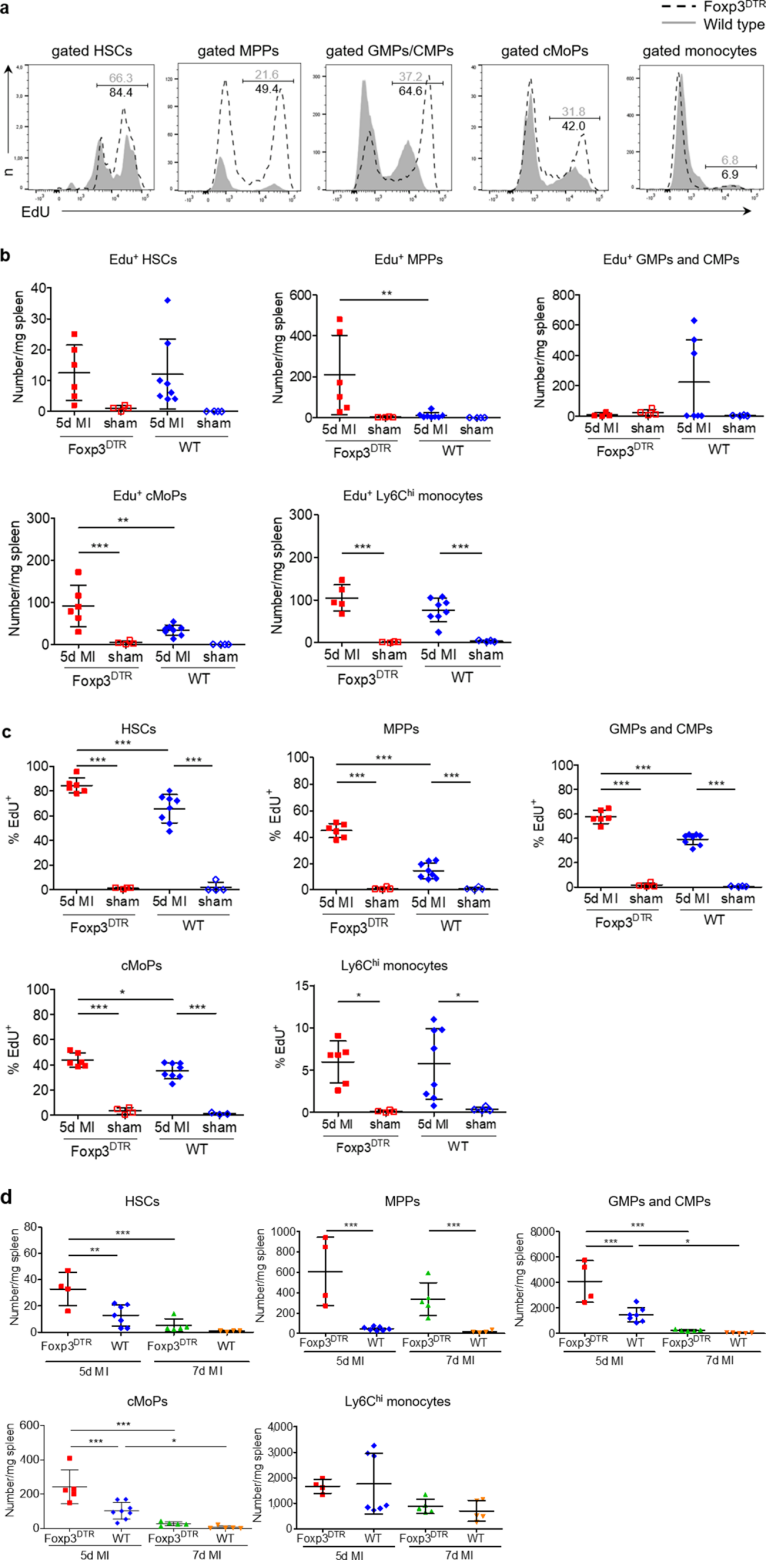
Proliferation analysis and quantification of precursor cells and monocytes in wild type (WT) and Foxp3^DTR^ mice after myocardial infarction. **a**, **b**, **c** In vivo proliferation of HSCs, MPPs, GMPs/CMPs, cMoPs, and monocytes in the spleen 5 days after MI in wild type vs. Foxp3^DTR^ mice. Representative plots **a** and quantitative data **b**, **c** for intracellular EdU analysis in MI animals. **d** Quantification of HSCs, MPPs, GMPs/CMPs, cMoPs, and monocytes in the spleens of WT and Treg-depleted mice (Foxp3^DTR^) 5 and 7 days after MI. *HSC* haematopoietic stem cell, *MPP* multipotent progenitor; *GMP* granulocyte–macrophage progenitor, *CMP* common myeloid progenitor, *cMoP* common monocyte progenitor. Data are presented as the mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001 (**b**, **c**, **d** two-way ANOVA)

Moreover, the absolute numbers of all hematopoietic stem/ progenitor cell populations per spleen were higher on day 5 than on day 7 after MI in WT mice (Fig. 3d). In Foxp3^DTR^ mice, the total numbers of HSC, MPPs, GMPs/CMPs, and cMoPs were significantly elevated compared to those of WT mice at day 5 after MI (Fig. 3d, Suppl. Figure 5). The number of Ly6C^high^ monocytes in the spleen of Foxp3^DTR^ mice remained unchanged compared to that in WT animals after MI (Fig. 3d). However, Ly6C^high^ monocytes in diphtheria toxin-treated Foxp3^DTR^ were more numerous in the infarct and border zones of the myocardium and in the blood, compared to those in diphtheria toxin-treated WT mice (Suppl. Figure 6). These comparisons indicate that the increased splenic myelopoietic activity in response to Treg depletion feeds the myocardial monocyte supply, leading to increased proinflammatory monocyte numbers in the myocardium.

### Tregs suppress production of the cytokines that drive splenic myelopoiesis

Next, we explored whether Tconv in the spleen express cytokines, known to promote myelopoiesis. We detected a transient, modest but significant upregulation of GM-CSF expression in the spleen following MI. GM-CSF expression in the spleen was notably higher in MI vs. sham-operated animals on day 5 (Suppl. Figure 7a). Small subsets of T-cells and B-cells stained positive for intracellular GM-CSF (Suppl. Figure 8a, b) in the spleen, albeit with no difference between the sham-operated and post-MI groups. In addition, we analysed gene expression of other factors that might be involved in splenic Tconv and myelopoiesis crosstalk, including CXCL-12, IL-7, IL-23, IL-2, and IL-1β (Suppl. Figure 7b-f). None of these showed any significantly altered expression in splenic tissue from either sham or MI.

To better understand how Treg–Tconv interaction after MI modulates myelopoiesis, we compared the intracellular expression of those proteins in lymphocytes from WT and Foxp3^DTR^ mice after MI (Fig. 4a). We detected significant increase in the numbers of both IFN-γ- and IL-3-expressing CD4^+^ T-cells in the spleens of Foxp3^DTR^ mice after MI (Fig. 4b). Furthermore, Foxp3^+^ T-cell depleted Foxp3^DTR^ mice showed more frequent IFN-γ^+^ CD4^+^ and CD8^+^ T-cells and significantly more frequent IL-3-, GM-CSF, and IL-6-expressing CD4^+^ T-cells (Fig. 4c). These results indicate that Tregs attenuate the production of several myelopoiesis-promoting cytokines in T-cells.

**Fig. 4:**
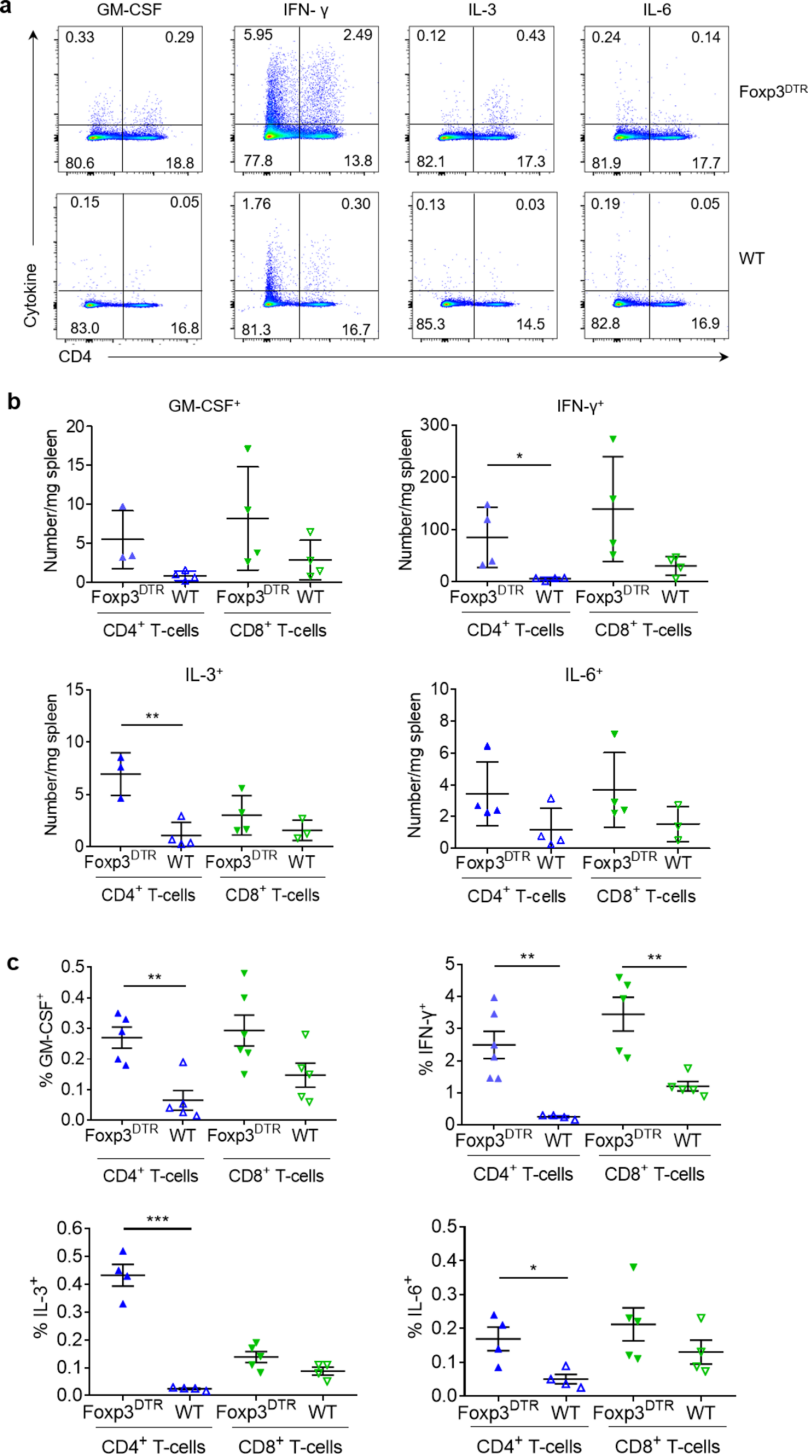
Cytokine expression in the spleen 7 days after myocardial infarction in Treg-depleted (Foxp3^DTR^) and wild type (WT) mice. **a** Representative flow cytometry plots showing intracellular cytokine expression in CD4^+^ T-cells of Foxp3^DTR^ and wild type mice 7 days after MI. **b**, **c** Expression of GM-CSF, IFN-γ, IL-3, and IL-6 in CD4^+^ and CD8^+^ T-cells in the spleens of Foxp3^DTR^ and wild type mice 7 days after MI. **c**, **d** Data are shown as the mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001 (*t*-test)

### Treg suppression of splenic myelopoiesis depends on cell-contact and IFN-γ

To further mechanistically dissect if Tregs limit myelopoiesis by interacting with Tconvc or through direct effects on progenitor cells, we performed transwell cell culture assays with bone marrow cells from CD4 KO donors. We found HSCs, MPPs, and GMPs/CMPs from CD4 KO donors proliferated more when incubated in a coculture system with Tconv from WT mice, compared to CD4 KO bone marrow cells cultured with Tconv in a transwell system (Fig. 5a, b). This coculture system again underlined the essential role of Tconv in inducing progenitor cell proliferation. Adding Tconv but not Treg cells enhanced proliferation of hematopoietic progenitors. Moreover, the proliferation did not differ in the presence or absence of serum from sham or MI mice, a result that indicates systemic factors released by MI are less important for inducing myelopoiesis (Suppl. Figure 9). Hence, consistent with the results presented in Fig. 2c, Tconv promote progenitor cell proliferation whereas Tregs have no impact on progenitors in the absence of Tconv (Suppl. Figure 9). As IFN-γ represents a prototypical cytokine secreted by activated conventional T-cells, we studied its effect on progenitor cell proliferation in our in vitro system. IFN-γ significantly elevated proliferation of HSCs, GMP/CMPs, and monocytes from CD4 knockout bone marrow (Fig. 6a, b). This indicates IFN-γ has a direct effect on progenitor cells and promotes myelopoiesis in the absence of additional remote factors and CD4^+^ T-cells.

**Fig. 5:**
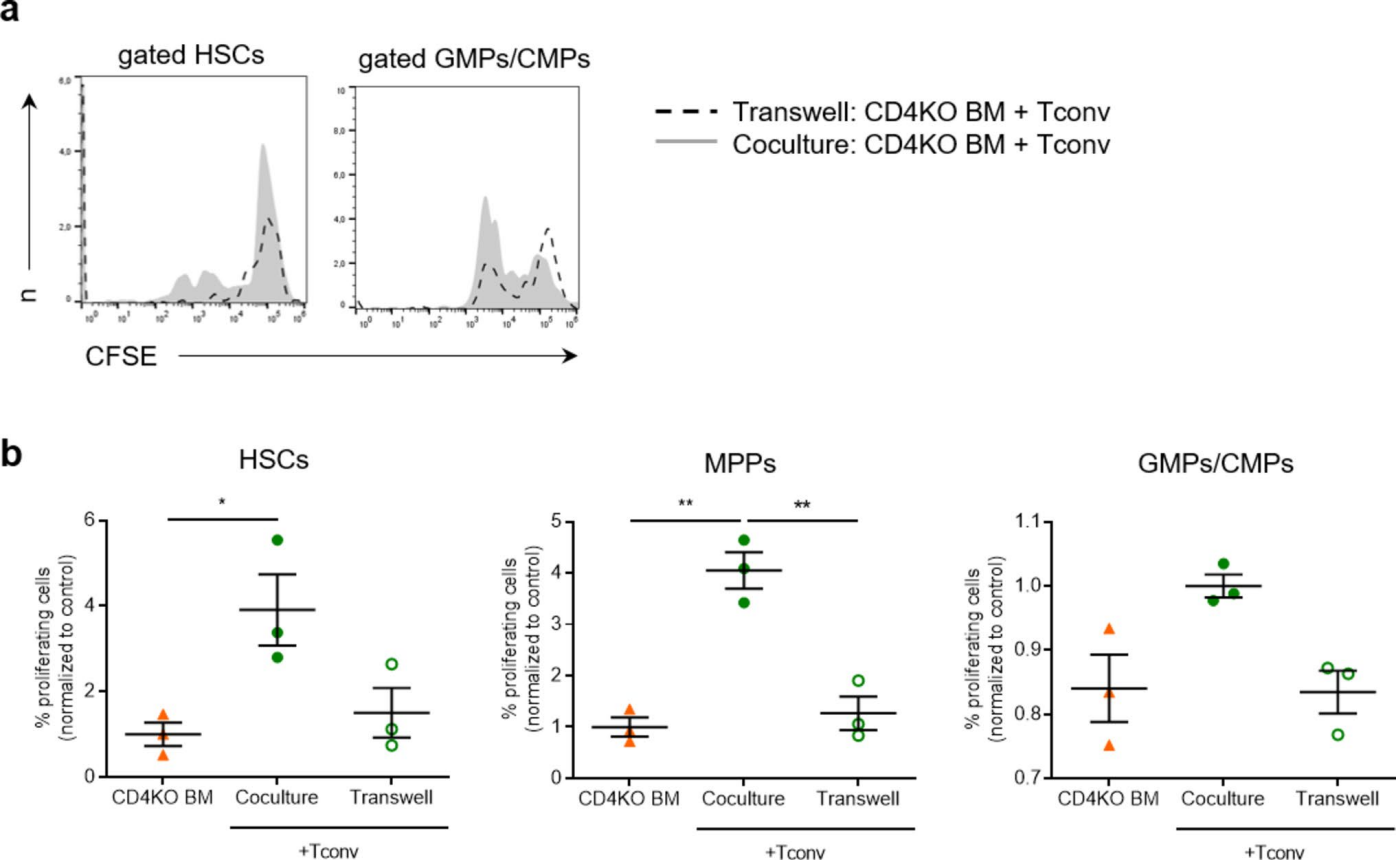
Role of Tconv in progenitor cell proliferation in vitro. **a** Representative flow cytometry plots showing in vitro proliferation of HSCs and GMPs/CMPs from the BM of CD4KO mice in a coculture vs. transwell system with splenic Tconv from WT animals. **b** The proliferative activity of CD4KO bone marrow precursor cell populations was measured by CFSE staining and normalized to CD4KO BM cultured without splenic Tconv cells from WT animals. Data are presented as the mean ± SD. *P < 0.05, **P < 0.01 (one-way ANOVA)

**Fig. 6:**
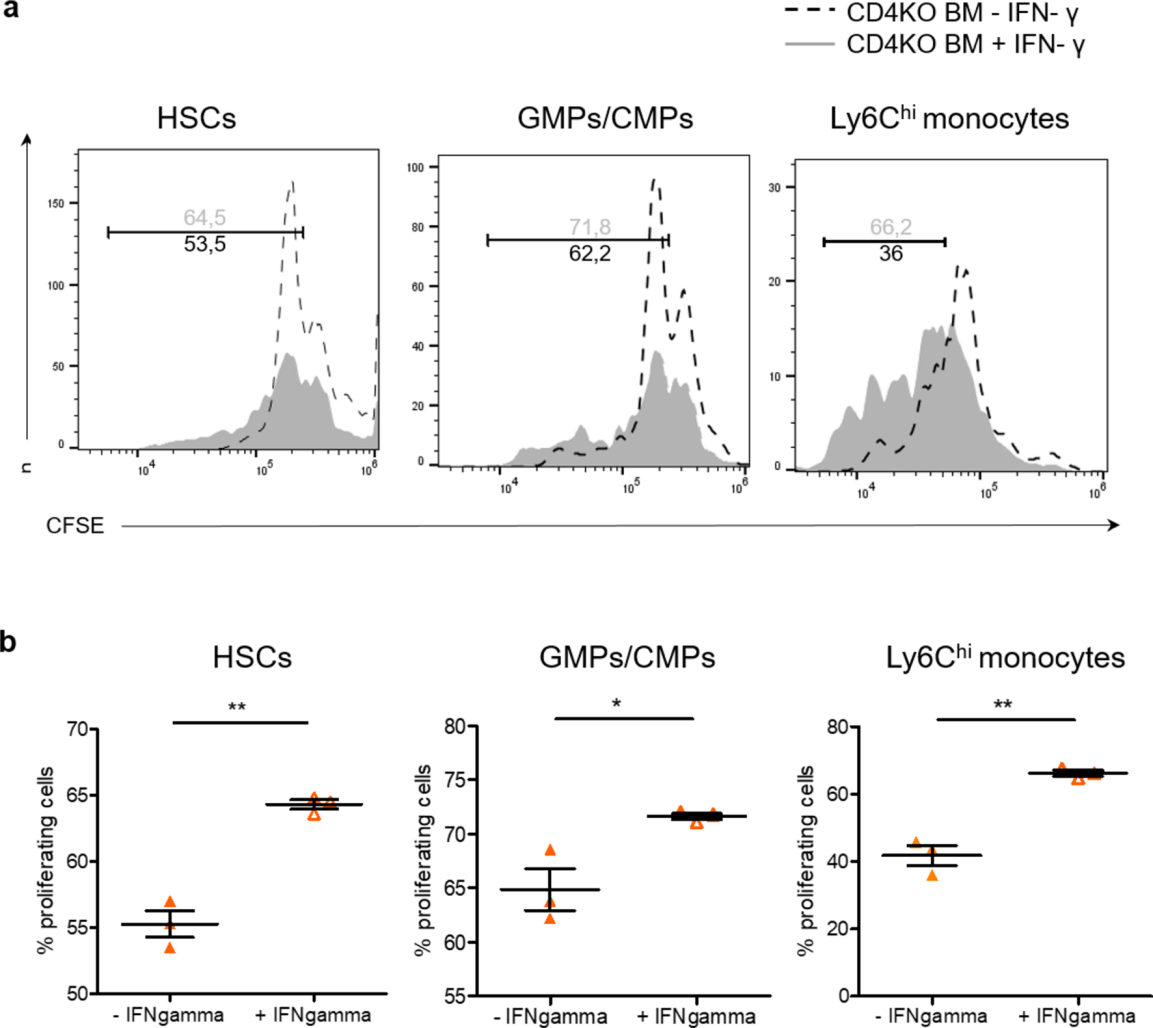
Effect of IFN-gamma on progenitor cell proliferation in vitro. **a** Representative flow cytometry plots showing the proliferative activity of HSCs, GMPs/CMPs, and monocytes, isolated from CD4KO BM, in the presence or absence of IFN-γ. **b** The proliferative activity was measured by CFSE staining. Data are presented as the mean ± SD. *P < 0.05, **P < 0.01(*t*-test)

Together, these experiments demonstrate that both cell–cell-contact-dependent mechanism and IFN-γ signalling are vital to the promoting effect CD4^+^ T-cells have on extramedullary myelopoiesis.

### Depletion of Tregs promotes proinflammatory differentiation of monocytes

Given the increased production of proinflammatory cytokines in the spleen in response to Treg depletion, we sought to determine if depleting CD4^+^ Foxp3^+^ T-cells might also impact monocyte differentiation in the spleen. Therefore, we sorted Ly6C^high^ monocytes from the spleen of WT mice after MI or sham surgery and diphtheria toxin-treated WT and Foxp3^DTR^ mice on day 5 after MI. Next, we performed RNA sequencing for transcriptome analysis (Fig. 7a). 

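The RNA sequencing covered 10 libraries of Ly6C high splenic monocytes collected on day 5 after surgery, 3 from WT mice after sham surgery, 3 from WT mice after MI and 4 from Foxp3 DTR mice after MI. Foxp3 DTR mice carry the human diphtheria toxin receptor under the Foxp3 promoter, so that diphtheria toxin (DTX) removes Foxp3+ Tregs. For the Treg ablation experiments the paper gives 500 ng DTX per injection on each of the last 2 days before the operation, followed by 250 ng on day 2 after it. It describes the WT mice compared with Foxp3 DTR mice as toxin-treated, but also names WT mice after MI apart from these. Only 1 group of WT mice after MI was found here, so that its toxin treatment is an inference, and none is named for the sham group of this experiment. The legend of Fig. 7 gives 4 animals per group, of which 3 libraries of WT mice after MI were analysed here, each library being taken as 1 animal. The sort kept CD11b+ Ly6G- F4/80+ Ly6C high CD115+ cells after removal of CD3+ T cells and of B cells, and libraries were made from picogram amounts of RNA. The authors trimmed the reads, mapped them with STAR and deposited gene tables of coverage, FPKM and TPM from StringTie. These tables give no counts, so the differential test of the paper, DESeq2 on counts per gene, was not repeated. The depth can still be read from them, because coverage divided by FPKM is 1 constant per library, within 1%, for 84.9 to 85.2% of the gene entries. With reads of 50 bp it corresponds to 6.03, 3.13 and 8.04 M reads (M, 1e6) in the sham libraries (replicates 1, 2 and 3), 6.24, 8.40 and 5.24 M after MI in WT mice (replicates 2, 3 and 4) and 6.61 to 7.55 M, median 6.99 M, in Foxp3 DTR mice. The paper gives 30 M sequenced reads and does not say whether this is per library. Which reads the tables count as the library is not given in the sources used here, and the values below rest on the depth that the tables carry. TPM was scaled between libraries by a median-of-ratios factor, and log2(TPM + 1) was tested with limma for genes at 1 TPM or more in at least 3 libraries, all 3 groups sharing 1 estimate of the spread. Fold changes are therefore on the log2(TPM + 1) scale, which understates the change of genes at low levels. Gene lists were tested with camera at a preset correlation of 0.01 and again with an estimated correlation. P values are adjusted by Benjamini-Hochberg.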

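Ccr2, the chemokine receptor that directs Ly6C high monocytes to sites of inflammation, was at 1377 ± 69.9 TPM in splenic monocytes of WT mice after MI (SD, n = 3) and at 1365 ± 384 TPM after sham surgery (SD, n = 3), a log2 fold change of 0.06. Cx3cr1, the fractalkine receptor of patrolling monocytes, had a log2 fold change of 0.21 between MI and sham surgery, with 233 ± 94.6 TPM in sham-operated mice. Gbp5, an IFN-γ-inducible guanylate-binding protein, had a log2 fold change of -0.20 and stood at 53.7 ± 42.8 TPM after sham surgery. The IFN-γ-induced chemokine Cxcl9 had a log2 fold change of -1.51, with 14.1 ± 15.2 TPM after sham surgery and 31.5 TPM in sham library 3, without which it was -0.71. None of these 4 genes passed the test (limma, adjusted p between 0.960 and 0.995). The signs of the other 3 rest on single libraries, Gbp5 standing at 0.40 and Cx3cr1 at -0.17 without sham library 3, Gbp5 at 0.13 without WT MI library 2, Cx3cr1 at -0.010 without WT MI library 3 and Ccr2 at -0.21 without sham library 2. Ccr2 was also negative with quantile normalization (-0.097) and with array weights (-0.098). Of 12938 genes tested among 24421 gene symbols, 0 had an adjusted p under 0.05 in limma (lowest adjusted p 0.917). An unadjusted p under 0.05 was found for 600, where about 647 are due by chance. No overlap between the 3 libraries of each group was seen in 894 genes (6.91%), where chance gives 10%. The genes of lowest p were the small RNAs Snora5c (log2 fold change 1.21), Mir6407 (2.62) and Snord61 (2.58) on the side of MI. On the side of sham surgery they were Camp, a neutrophil granule peptide (-4.03), the tetraspanin Tspan17 (-1.17) and Hmces, which guards abasic sites in DNA (-0.89). With only these 2 groups in the fit, 3 genes passed, namely Ikzf1 and the overlapping genes Lbhd1 and 1810009A15Rik, which may share reads. Without WT MI library 3 the gene called was Tomm6os (1 gene), without Foxp3 DTR library 2 they were Lbhd1 and 1810009A15Rik (2 genes), and without Foxp3 DTR library 4 it was Ikzf1 (1 gene). All of these were named after their values were seen.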

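Among gene groups, camera called 11 of 36 lists between MI and sham surgery in WT mice, 6 on the lower and 5 on the higher side. With an estimated correlation none of the 36 passed (lowest adjusted p = 0.594 with an estimated correlation), and fry called 0 (lowest adjusted p = 0.638). On the lower side, the list of T cell markers had a median log2 fold change of -1.24 (11 of 11 genes negative, camera adjusted p = 5.5e-06), that of neutrophil markers -1.08 (12 of 13, 1.3e-07), that of NK cell markers -0.70 (8 of 9, 8.0e-04) and that of erythroid markers -1.46 (8 of 8, 3.5e-04). Those of basophils and mast cells (-0.78, 5 of 6 negative, 0.024) and of plasmacytoid dendritic cells (-0.61, 5 of 5, 0.045) were the others. On the higher side were the lists of oxidative phosphorylation (median 0.17, 2.8e-07), ribosomal proteins (0.17, 5.5e-06), proliferation (0.31, 0.0070), the type I interferon response (0.16, 0.0032) and lysosomal enzymes (0.12, 0.048). No single member of these lists passed over all genes. Adjusted over the list alone, 6 neutrophil markers were lower. The IFN-γ response list had a median of -0.13 (44 genes, adjusted p = 0.185), the interferon-inducible GTPases -0.20 (24 genes, 0.101) and the genes of Ly6C low monocytes 0.21 (25 genes, 0.185). Sham library 3 set part of these values. T cell markers summed to 171 TPM in it, to 11.4 and 28.4 TPM in sham libraries 1 and 2 and to 8.94 to 14.0 TPM after MI. Without it the T cell median was -0.44 (camera adjusted p = 0.049; -2.08 without sham library 1) and the neutrophil median -0.65, and the NK cell (-0.27), erythroid (-0.42), basophil (-0.13), plasmacytoid dendritic cell (-0.20) and lysosomal (0.060) lists no longer passed. Without it the IFN-γ list passed on the higher side (0.18, camera adjusted p = 0.0065), as did the GTPases (0.21, camera adjusted p = 0.013). Without sham library 1 or 2 or WT MI library 3, the IFN-γ list instead passed on the lower side, at -0.22, -0.40 and -0.37, and so did the GTPases, at -0.50, -0.58 and -0.42. The Ly6C low list passed on the higher side without sham library 1 or 2 or WT MI library 4 (0.27, 0.29 and 0.23). The calls of the type I interferon list ended without WT MI library 3 or 4, and that of ribosomal proteins without WT MI library 2. The proliferation call ended without sham library 1 or 2 or WT MI library 2 (-0.12). The basophil call ended also without sham library 1 or WT MI library 2 or 3, that of plasmacytoid dendritic cells also without WT MI library 2 or 3 or any Foxp3 DTR library, and the lysosomal call also without sham library 2, WT MI library 2 or 4 or any Foxp3 DTR library. Quantile normalization ended the calls of type I interferon (0.13), ribosomal (0.068), basophil (-0.66), plasmacytoid dendritic cell (-0.52) and lysosomal (0.0098) lists, and array weights those of proliferation (0.13) and lysosomal enzymes (0.048). In TPM without scaling, which moves the median of all genes by -0.17, the basophil (-0.83), plasmacytoid (-0.63) and lysosomal (-0.065) calls ended. There the medians of the type I interferon (-0.021), oxidative phosphorylation (-0.012) and ribosomal (-0.0075) lists turned negative, although their camera calls stayed. The basophil call ended also with a pseudocount of 5 (-0.28), the plasmacytoid and lysosomal calls with a pseudocount of 0.1 (-0.99 and 0.12) or a fit of only these 2 groups (-0.40 and 0.12), and the lysosomal call with a filter at 5 TPM (0.12) or without the members labelled in Fig. 7c or 7d (0.10).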

In WT animals, MI produced no significant changes in the gene expression of splenic monocytes, compared to animals that underwent sham surgery (Supplementary Table 1 lists the top up- and downregulated transcripts). However, the depletion of Tregs in Foxp3^DTR^ mice led to a significant shift in the transcriptome of splenic monocytes compared to that of monocytes from WT mice after MI (Supplementary Table 2). 

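In monocytes of Foxp3 DTR mice after MI, 89 genes were higher and 56 lower than in those of WT mice after MI (limma, adjusted p under 0.05). The largest rises among genes at 5 TPM or more were those of Iigp1 and Camp. Iigp1, a GTPase of the defence against intracellular pathogens, was at 67.2 ± 31.9 TPM (SD, n = 4) in Foxp3 DTR mice against 0.805 ± 0.588 TPM (SD, n = 3) in WT mice, a log2 fold change of 5.14 (SE 0.83, adjusted p = 0.026). Camp, the cathelicidin peptide of neutrophil granules, was at 48.1 ± 37.9 TPM against 1.41 TPM in 1 WT library and a listed 0 in the other 2 (log2 fold change 4.86, SE 0.63, adjusted p = 0.015). The call of Iigp1 ended without any 1 library of either group or without a filter on low values, and that of Camp without WT MI library 2 or 3 or Foxp3 DTR library 3. Next came the GTPase gene Gm4951 (4.83), the neutrophil granule gene Ngp (4.71), S100a9, a subunit of calprotectin (4.12), Serpina3g (3.91), the granzyme gene Gzmb (3.81), Gbp4, Serpina3f (3.58) and Cxcl9. The largest falls were those of Apoe, Mir6959 (-2.74), Cx3cr1, Hpgd, which inactivates prostaglandins (-2.42), Gm5086 (-2.05), Tmem176b (-1.92), Gm1673 (-1.82), Mir6353 (-1.64), the apolipoprotein gene Apoc1 (-1.63) and the adhesion receptor Adgre4. With a pseudocount of 5 the log2 fold changes were 3.01 for Camp, 3.17 for Gm4951, 2.37 for Serpina3f, -1.26 for Gm5086 and -1.33 for Mir6959. Together with these genes, some lists of markers of other cell types had higher values in Foxp3 DTR mice. The values do not show whether this RNA came from such cells or from the sorted monocytes. Of 13 neutrophil markers, 3 rose (Camp, Ngp and S100a9), 10 were higher and 1 lower adjusted over the list alone, and the median was 2.40 (camera adjusted p = 6.0e-08, adjusted p = 0.282 with an estimated correlation). Of 11 T cell markers none passed over all genes and 10 did adjusted over the list alone (median 1.88, 4.5e-07, adjusted p = 0.342 with an estimated correlation). The plasma cell markers (4 genes, 3 of them adjusted over the list alone) had a median of 2.11 (0.030) and the basophil and mast cell markers (6 genes, 2 of them adjusted over the list alone) one of 1.08 (0.0018), both with the same adjusted p as T cells with an estimated correlation. The plasma cell call ended without sham library 2, WT MI library 3 or 4 or Foxp3 DTR library 4, in TPM without scaling (2.20), with a filter at 5 TPM (2.40) and with array weights (2.08). With other settings the median ranged from 1.59 to 3.95 for neutrophil markers and from 0.80 to 3.02 for T cell markers. For plasma cell markers it ranged from 0.86 to 3.00 and for basophil and mast cell markers from 0.38 to 2.57. The 10 most abundant RNAs took 17.3 to 23.0% of all TPM in Foxp3 DTR mice, 24.8 to 30.4% in WT mice after MI and 20.6 to 24.2% after sham surgery.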

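Of the 145 genes, 93 had a log2 fold change of at least 1 in size, and 61.4% were higher in Foxp3 DTR mice. In TPM without scaling, which moves the median of all genes by 0.22, 527 genes passed and 92.6% of them were higher. The count was 22 without a filter on low values, 74 without variance trend, 398 with array weights and 583 with only these 2 groups in the fit. An unadjusted p under 0.05 was found for 2295 genes. In all 145 genes the 4 Foxp3 DTR libraries did not overlap the 3 WT libraries, as in 2457 of the genes tested (19.0%), where chance gives 5.71%. The count moved with single libraries. It was 431 without sham library 2 and 422 without sham library 3. It was 37 without WT MI library 4, 43, 20 and 19 without Foxp3 DTR libraries 4, 1 and 2, 11 without WT MI library 3, 2 without Foxp3 DTR library 3 (Gbp9 and Mir7081, the latter named after its values were seen). Without WT MI library 2 limma called 0, and 2424 genes had an unadjusted p under 0.05. With the level of T cell and NK cell markers, that of neutrophil markers or the share of the 10 most abundant RNAs as a covariate, settings chosen after seeing the data, limma called 0 genes (548, 407 and 910 at an unadjusted p under 0.05). The marker covariates lowered the median of the IFN-γ list from 1.495 to 0.83 and 0.68. With the abundant RNAs it was 1.499, and the median SE grew from 0.31 to 0.64. The sums of T cell, NK cell and neutrophil markers did not overlap between the groups after MI. For T cells they were 8.94 to 14.0 TPM in WT and 32.8 to 134 TPM in Foxp3 DTR mice, for neutrophils 362 to 539 and 1036 to 2595 TPM. The marker fits rest in part on sham library 3 (171 and 1367 TPM) and cannot separate marker RNA from the group.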

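Nr4a1, a nuclear receptor needed for the conversion of Ly6C high to Ly6C low monocytes, was at 142 ± 14.0 TPM in monocytes of Foxp3 DTR mice after MI (SD, n = 4) and at 299.6 ± 48.8 TPM in those of WT mice after MI (SD, n = 3), with each Foxp3 DTR library below each WT library. The log2 fold change was -1.06 (SE 0.36, limma adjusted p = 0.169). After sham surgery the level was 373 ± 238 TPM, and the log2 fold change between MI and sham surgery in WT mice was -0.11 (-0.63 without sham library 3, 0.38 without sham library 2, 0.029 without WT MI library 2, -0.21 without WT MI library 3 and 0.14 with array weights). The gene lies on chromosome 15 of mm10 from 101266846 to 101274794 on the plus strand. It passed the test with only these 2 groups in the fit (adjusted p = 0.0060), without sham library 2 (0.043) and without sham library 3 (0.024), the other settings giving up to 0.342. Nr4a1 is induced within minutes of stimulation, as are the 27 other immediate-early and stress genes listed together. Of these, 21 were lower and 6 higher in Foxp3 DTR mice, with a median log2 fold change of -0.59 (camera adjusted p = 0.0017, adjusted p = 0.689 with an estimated correlation). Ier5 (-0.80), Rhob (-0.75) and Btg2 (-0.71) had the lowest p of the list and passed with only these 2 groups in the fit. None passed over all genes and 1 was lower adjusted over the list alone, and the list's call ended without WT MI library 4 (-0.49). Cd3e, a chain of the T cell receptor complex, was at 9.08 TPM in sorted monocytes of Foxp3 DTR mice and at 0.25 TPM in those of WT mice after MI and did not pass (log2 fold change 2.78, adjusted p = 0.093; 0.027 with only these 2 groups and 0.020 without sham library 3).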

Notably, the transcriptional regulator Nr4a1, which regulates pro-healing macrophage differentiation from Ly6C^high^ monocytes in the infarcted myocardium [13], was amongst the top 50 downregulated transcripts in monocytes from Foxp3^DTR^ mice vs. WT mice after MI. Corresponding to the increased IFN-γ expression in splenic T-cells in Foxp3^DTR^ mice (Fig. 4c), the most significantly upregulated GO set of monocytes from Foxp3^DTR^ mice vs. WT mice after MI relates to transcripts associated with proinflammatory differentiation in response to IFN-γ stimulation (Fig. 7b,c). 

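Genes induced by IFN-γ rose together in monocytes of Foxp3 DTR mice after MI. Of 44 listed IFN-γ response genes, 25 were higher than in WT mice after MI and none was lower, 38 were higher adjusted over the list alone, and 43 had a positive log2 fold change, with a median of 1.495 (camera adjusted p = 7.1e-32, adjusted p = 0.282 with an estimated correlation). Since 21 of the 44 are labelled in Fig. 7c or 7d, their direction is not independent evidence. Of the 23 members without a label, 4 rose (Gbp11, Irgm1 and Wars among them), 17 did so adjusted over the list alone, and the median was 0.81 (1.0e-12, adjusted p = 0.297 with an estimated correlation). The test fry, which does not compare a list with other genes, called 9 of 36 lists here. Among them were the IFN-γ list (fry adjusted p = 0.020), its members without a label (0.029) and the interferon-inducible GTPases (0.020). Others were MHC class I genes (0.029), Ly6C low genes (0.020) and neutrophil markers (0.020). T cell (0.091) and NK cell markers (0.091) and proliferation genes (0.162) did not pass fry. Gbp4, a guanylate-binding protein, was at 112 ± 26.0 TPM (SD, n = 4) against 8.24 ± 2.93 TPM (SD, n = 3), a log2 fold change of 3.63 (SE 0.47, limma adjusted p = 0.015). It lies on chromosome 5 of mm10 from 105115767 to 105139586 on the minus strand. Cd274, which encodes PD-L1, had a log2 fold change of 1.77, Irgm1 one of 1.09 and Wars, the tryptophanyl-tRNA synthetase, was at 148 against 59.8 TPM. Of 24 interferon-inducible GTPases, 18 rose, among them F830016B08Rik (3.41), Gbp2 (3.00), Gbp11 (2.44) and Gbp9 (1.49), and 22 did so adjusted over the list alone (median 2.47, 1.3e-22, adjusted p = 0.282 with an estimated correlation), of which 16 are labelled genes. Reads may be shared among the Gbp genes, among the Serpina3 genes and between Tgtp1 and Tgtp2. Among the 89 higher genes, IFN-γ response genes were over-represented, 25 found where 0.303 were due (Fisher's exact test, one-sided, adjusted p = 9.8e-43). So were GTPases, 18 where 0.165 were due (adjusted p = 4.5e-34). Because of the labelled members, these counts are not independent evidence. The list without labelled genes had 4 where 0.158 were due (adjusted p = 1.5e-04). Among the 50 genes with the largest rise, 1 gene of the list without labelled genes was found where 0.0889 were due (adjusted p = 0.384), which does not pass. T cell markers moved with this group, their TPM summing to 91.4 ± 44.0 in Foxp3 DTR mice and 11.3 ± 2.55 in WT mice after MI. The calls of Wars, Gbp2 and Irgm1 ended without any 1 library of either group (Irgm1 also without sham library 1), those of Cd274, Gbp11 and F830016B08Rik without any 1 of the WT MI libraries or Foxp3 DTR library 1, 2 or 3, that of Gbp4 without WT MI library 2 or Foxp3 DTR library 3 and that of Gbp9 without WT MI library 2. Without a filter on low values Gbp4 and Gbp9 passed and the others of these did not, and without variance trend those of Gbp2 and Irgm1 ended, that of Gbp2 also with a robust fit. With a pseudocount of 5, Gbp11 had a log2 fold change of 1.54 and F830016B08Rik one of 1.67, and the median of the IFN-γ list stayed between 1.299 and 1.74 whichever library was left out.

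**Figure D1:**
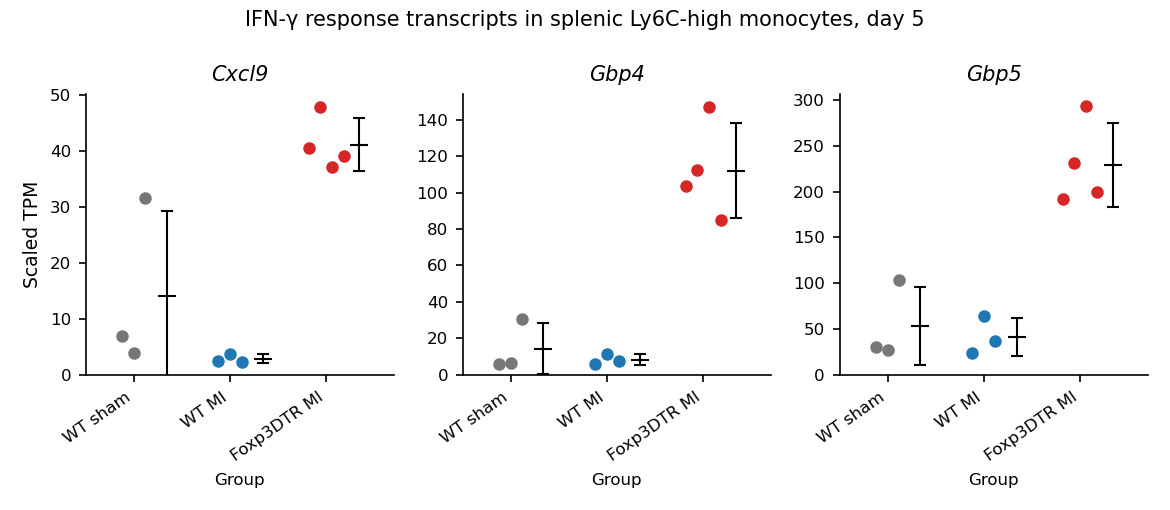
Scaled TPM of Cxcl9, Gbp4 and Gbp5 in each library of splenic monocytes of WT mice after sham surgery (grey, n = 3), WT mice after MI (blue, n = 3) and Foxp3 DTR mice after MI (red, n = 4), with the mean (black dash) and SD (error bar) on axes that start at 0. Each point is 1 library; the error bar of Cxcl9 after sham surgery is clipped at 0, and the Foxp3 DTR libraries lie above all WT libraries after MI for each of the 3 genes.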

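Cxcl9, a chemokine that attracts CXCR3-bearing T cells, was at 41.1 ± 4.69 TPM in monocytes of Foxp3 DTR mice after MI (SD, n = 4) and at 2.86 ± 0.806 TPM in those of WT mice after MI (SD, n = 3), a log2 fold change of 3.46 (SE 0.50, limma adjusted p = 0.020). It lies on chromosome 5 of mm10 from 92321331 to 92328079 on the minus strand. Its call ended without any 1 of the WT MI libraries, without Foxp3 DTR library 1, 2 or 3 or without a filter on low values. Ifngr1, which encodes the ligand-binding chain of the IFN-γ receptor, was at 567 ± 55.8 against 765.5 ± 66.7 TPM, with a log2 fold change of -0.43 (SE 0.16, adjusted p = 0.196), and passed in none of the settings tried. It lies on chromosome 10 from 19591958 to 19610225 on the plus strand. Of 20 listed genes of interferon receptors and JAK-STAT signalling, 4 rose, the same number as adjusted over the list alone, among them Jak2, the kinase bound to the IFN-γ receptor (137 ± 5.33 against 82.4 ± 0.646 TPM, log2 fold change 0.73, SE 0.08), the feedback inhibitors Socs1 (46.4 against 5.91 TPM, 2.74) and Cish (2.29). The median of the list was 0.01 (camera adjusted p = 0.259), and the list was called in 1 of 25 other settings. Its 4 genes among the 89 higher ones are more than the 0.138 due by chance (Fisher's exact test, one-sided, adjusted p = 1.1e-04). Because 4 of the 20, Jak2 and Socs1 among them, are labelled in Fig. 7c or 7d, neither their direction nor this count is independent evidence. Stat5a had a log2 fold change of -0.05 (adjusted p = 0.816; 0.010 without WT MI library 3). The call of Jak2 ended without WT MI library 2 or Foxp3 DTR library 3, that of Socs1 without WT MI library 2 or 3 or Foxp3 DTR library 2 or 3, and that of Cish, whose log2 fold change was 1.08 with a pseudocount of 5, without any 1 library of either group, with a pseudocount of 0.1, without a filter, with a filter at 5 TPM and without variance trend.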

STRING-based protein–protein interaction network modelling (Fig. 7d) using these top upregulated genes revealed the IFN-γ receptor (*Ifngr1*) and the IFN-γ-induced chemokine CXCL9 as hubs. 

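Cx3cr1 fell in monocytes of Foxp3 DTR mice after MI to 42.4 ± 7.48 TPM (SD, n = 4), against 264 ± 92.6 TPM in WT mice after MI (SD, n = 3), a log2 fold change of -2.56 (SE 0.32, limma adjusted p = 0.015). The gene lies on chromosome 9 of mm10 from 120048683 to 120068296 on the minus strand. Its call ended without WT MI library 2 or 3 or Foxp3 DTR library 3, with an adjusted p of at most 0.065 there. Apoe, which encodes apolipoprotein E, fell from 878 ± 125 to 137 ± 60.8 TPM (log2 fold change -2.82, SE 0.47, adjusted p = 0.030) and lies on chromosome 7 from 19696244 to 19699188 on the minus strand. Both belong to 25 genes of Ly6C low monocytes, of which 4 fell, the others being Adgre4 (61.5 against 191 TPM, -1.61) and Ace, the angiotensin-converting enzyme (77.4 against 228 TPM, -1.53). Adjusted over the list alone, 14 were lower and 1 was higher, and the median was -0.85 (camera adjusted p = 1.4e-08, adjusted p = 0.282 with an estimated correlation). Because 6 of the 25 are labelled in Fig. 7c, the direction of the list is not independent evidence. The 19 others had a median of -0.44 (2.2e-04, adjusted p = 0.282 with an estimated correlation), with 0 passing in limma over all genes and 6 lower and 1 higher adjusted over the list alone. Hes1 (-1.46), Pparg (-1.24) and Gngt2 (-0.98) had the lowest p among them and passed with only these 2 groups in the fit. Apoe, Adgre4 and Ace no longer passed without any 1 of the WT MI libraries or without Foxp3 DTR library 1, 2 or 3, Adgre4 and Ace also without Foxp3 DTR library 4. The 3 did not pass without a filter on low values, nor Adgre4 and Ace without variance trend. Neutrophil markers moved the other way, their summed TPM being 1760 ± 673 in Foxp3 DTR mice and 434 ± 92.9 in WT mice after MI, while the Ly6C low list summed to 2113 ± 407 and 4618 ± 155.

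**Figure D2:**
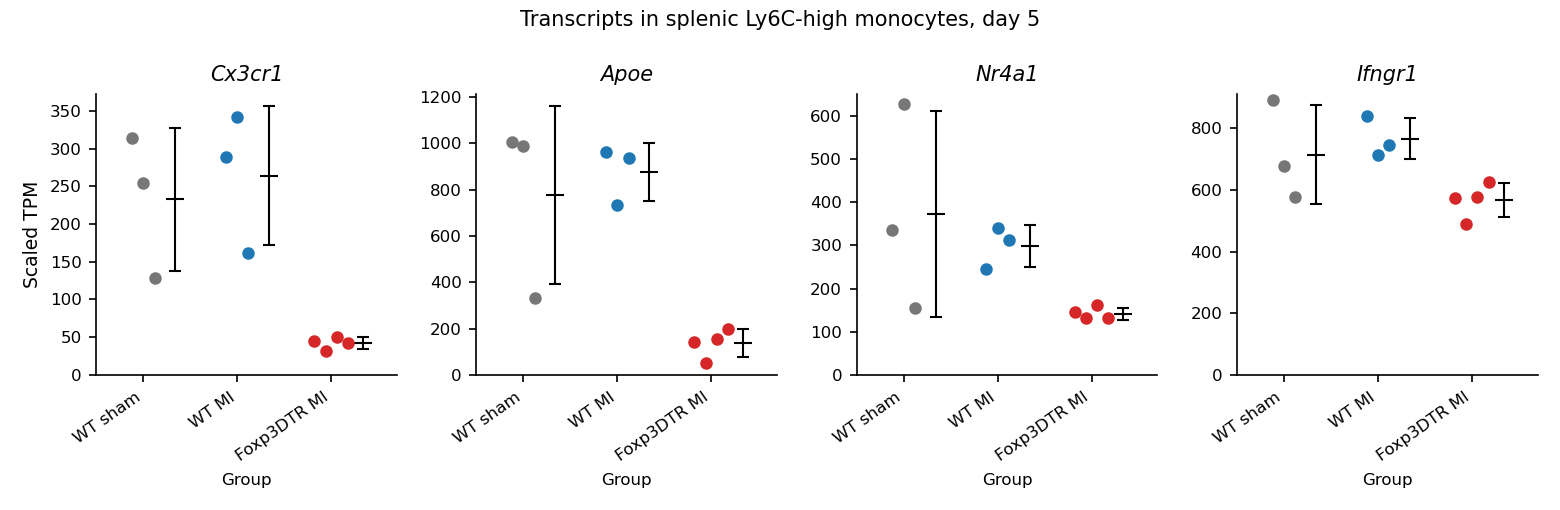
Scaled TPM of Cx3cr1, Apoe, Nr4a1 and Ifngr1 in each library of splenic monocytes of WT mice after sham surgery (grey, n = 3), WT mice after MI (blue, n = 3) and Foxp3 DTR mice after MI (red, n = 4), with the mean (black dash) and SD (error bar) on axes that start at 0. Each point is 1 library; Cx3cr1 averages 42.4 TPM in Foxp3 DTR mice and 264 TPM in WT mice after MI, and Nr4a1 and Ifngr1 did not pass the test.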

We further experimentally confirmed the relevance of IFN-γ for monocyte differentiation upon Treg deletion by analysing the surface-protein abundance of the chemokine receptor CX3CR1, which is amongst the most downregulated transcripts in Foxp3^DTR^ mice (Fig. 7c). Stimulating bone marrow cells ex vivo with IFN-γ downregulated CX3CR1 expression on monocytes (Suppl. Figure 10). Collectively, these data show that Tregs regulate monocyte differentiation in the spleen by mitigating the proinflammatory stimulus imposed by activated Tconv.

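Beyond the response to IFN-γ, lists of proinflammatory genes did not pass the test between Foxp3 DTR and WT mice after MI. Of 22 cytokine genes and NF-κB targets none passed in limma, either over all genes or adjusted over the list alone. Their median was -0.15, their mean 0.01 and camera placed them on the higher side (adjusted p = 0.874). Il1b, the precursor of interleukin-1β, was at 22.2 TPM in Foxp3 DTR mice and 56.3 TPM in WT mice (log2 fold change -1.25, adjusted p = 0.182). Of 16 genes of TLR4 and LPS sensing none passed over all genes, and 1 was higher and 1 lower adjusted over the list alone (median -0.10, adjusted p = 0.795). Tlr4 itself was at 111 against 60.0 TPM (0.88, adjusted p = 0.109; 0.011 with only these 2 groups, 0.017 without sham library 2), its co-receptors Cd14 and Ly96 at log2 fold changes of -0.29 and -0.13. Among 19 genes of macrophage repair none passed, adjusted over the list alone included (median 0.22, adjusted p = 0.636); Chil3 had a log2 fold change of 0.93 and Mrc1, the mannose receptor, one of 0.97. The type I interferon response (32 genes) had a median of -0.02, a mean of 0.07 and a camera result on the higher side (adjusted p = 0.636), with no member passing and 2 higher adjusted over the list alone. Ifi44 stood at 1.58, Zbp1 at 0.88 and Rsad2, the antiviral protein viperin, at -0.89. Without WT MI library 2 this list passed on the lower side, at -0.16. From these data as a whole, the paper concludes that Tregs regulate the differentiation of monocytes in the spleen by restraining the proinflammatory stimulus of activated conventional T-cells.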

**Fig. 7:**
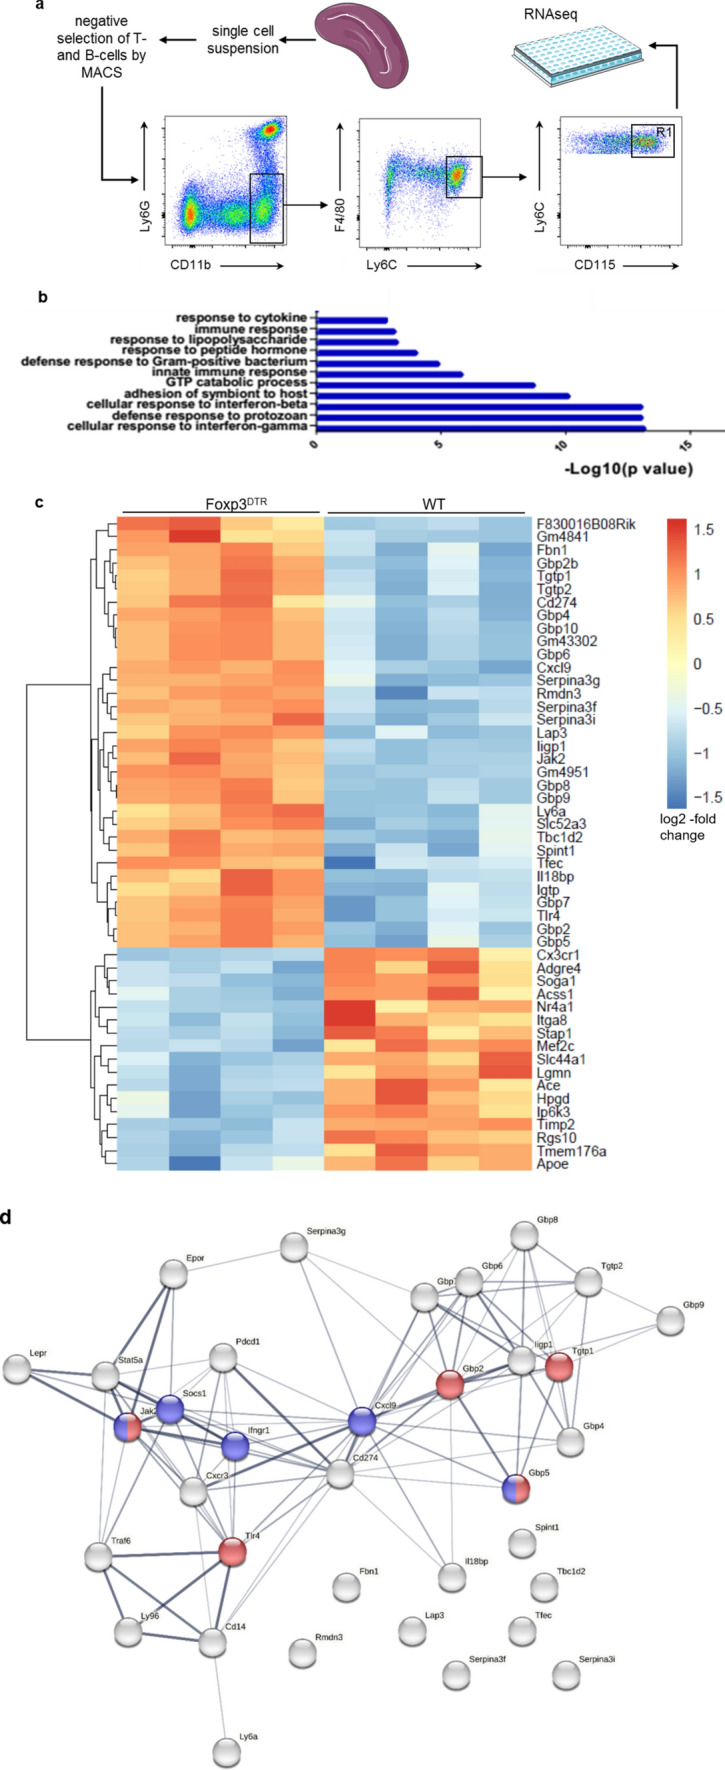
Transcriptome analysis of Ly6C^high^ monocytes in the spleens of WT and Foxp3^DTR^ mice 5 days after MI. **a** After CD3^+^ and CD19^+^ cells were depleted by MACS separation columns, Ly6C^high^ monocytes were sorted from R1 as CD11b^+^ Ly6G^−^ F4/80^+^ Ly6C^high^ CD115^+^ cells.** b** Gene ontology analysis showing clusters of upregulated genes in Ly6C^high^ monocytes of Foxp3^DTR^ vs. those of WT mice. **c** Cluster analysis of RNA sequencing results depicted as a heatmap (*n* = 4 animals per group; adjusted *p* < 0.05 for Foxp3^DTR^ vs. WT). Images were made using the Innate DB database (https://www.innatedb.com/) or the pheatmap package in R (https://www.rdocumentation.org/packages/pheatmap/versions/1.0.12/topics/ pheatmap). **d** Protein–protein interaction network model of the top upregulated genes. Red represents GO: 0034341“Response to interferone gamma”; Blue represents WP1253 “Type II Interferon signalling” (FDR < 0.0001 each)

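None of the genes used for the sort passed the test between the groups, although Ly6c2 did with quantile normalization (adjusted p = 0.045). Itgam, which encodes CD11b, was at 383 TPM in Foxp3 DTR mice and 335 TPM in WT mice after MI (log2 fold change 0.20, limma adjusted p = 0.391), Adgre1, which encodes F4/80, at 138 and 150.5 TPM (-0.12, adjusted p = 0.694; 0.12 in TPM without scaling, where the median of all genes moves by 0.22), and Csf1r, which encodes CD115, at 526 and 737 TPM (-0.49, adjusted p = 0.175). The genes of the Ly6C antigen, Ly6c1 and Ly6c2, had log2 fold changes of 0.75 and 0.64 (adjusted p = 0.377 and 0.236) and may share reads, and Ccr2 one of 0.05. Of 14 genes typical of Ly6C high monocytes, 0 passed in limma, over all genes or adjusted over the list alone. The median was 0.25 (camera adjusted p = 0.267). The list was called in 2 of 25 other settings, 1 of them without WT MI library 4, at 0.29. Vcan, the proteoglycan versican, stood at 0.68. Of the 33 genes labelled in the upper part of Fig. 7c, 32 were tested, and all 32 had higher values in Foxp3 DTR mice, 26 of them past the test. All 17 genes labelled in the lower part had lower values, 11 of them past the test. Of the 35 labels of Fig. 7d, 33 were tested, 29 had higher values in Foxp3 DTR mice and 21 passed. The 4 that had lower values were Ifngr1, Cd14, Ly96 and Stat5a, none of them past the test. Without 1 library of either group after MI, the counts of 26, 11 and 21 passing fell to 0, 0 and 0 in limma (WT MI library 2; 32, 16 and 26 at an unadjusted p under 0.05), 3, 0 and 3 (WT MI library 3), 6, 1 and 6 (WT MI library 4), 5, 1 and 5 (Foxp3 DTR library 1), 6, 1 and 5 (Foxp3 DTR library 2), 1, 0 and 1 (Foxp3 DTR library 3) and 11, 4 and 10 (Foxp3 DTR library 4). In each of these fits, 32, 15 to 17 and 26 or 27 labels had the figure's direction at an unadjusted p under 0.05. These labels were chosen in the study on the same samples, so their directions are not independent evidence.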

## Discussion

In the present study, we examine the role CD4^+^ T-cells play in regulating extramedullary myelopoiesis in response to MI. Our data show that the spleen is the major side of myelopoiesis on day 5 and splenic myelopoiesis requires the presence of Tconv which, via cell–cell-contact and paracrine mechanism, promote splenic myelopoiesis. Depletion of Treg cells enhances splenic myelopoiesis in response to MI and imposes a proinflammatory bias on the splenic monocytes. Tregs neither promote nor inhibit myelopoiesis by interacting with progenitors, but most likely indirectly by limiting Tconv activity.

Our previous experiments revealed that depleting Tregs leads to increased numbers of proinflammatory Ly6C^high^ monocytes in the myocardium and a concomitant downregulation of transcripts that promote healing in myocardial macrophages. We also showed that Tregs can interact with monocytes or monocyte-derived macrophages through soluble mediators to promote a pro-healing phenotype among macrophages in the myocardium [30]. In Treg-depleted mice, impaired systolic function was already evident on day 3 post-MI. The overall low frequency of regulatory T-cells in the myocardium raised the question of whether Tregs and monocytes interact at myelopoietic sites before entering the inflamed heart. Considering prior reports have demonstrated key roles for spleen-derived monocytes in infarct healing [20], myocardial remodelling [29], and atherosclerosis promotion after MI [4] as well as the induction of extramedullary but not bone marrow myelopoiesis in animals with genetic Treg deficiency [16], we primarily focussed our analysis on the spleen.

We found that splenic myelopoiesis in response to MI requires the presence of Tconv. Our data show that there is minimal splenic myelopoiesis in CD4KO mice after MI in vivo and Tconv promote progenitor cell proliferation in vitro. In addition, we found the relative and absolute numbers of Tregs in the spleen peak at day 5, when splenic myelopoiesis peaks. This indicates that Tregs likely have a regulatory effect in MI-induced splenic myelopoiesis. Accordingly, our data show that Tregs contribute to containing myelopoiesis in response to MI in vivo, though we were unable to elucidate the specific mechanism by which Tregs inhibit splenic pro-myelopoietic Tconv. It has previously been shown that in steady state, Tregs restrain T-cells that can produce myelopoiesis-promoting factors in the spleen by direct cell–cell-contact-dependent inhibitory actions [18, 27]. Treg-depleted animals exhibit spontaneous myelopoiesis in the spleen. Analogously, disinhibiting Tconv is likely the mechanism causing the enhanced myelopoiesis we observed after depleting Tregs. Hence, in our in vivo Treg-depletion experiments, the reduced tonic inhibition of pro-myelopoietic Tconv, due to the decreased numbers of endogenous Tregs, amplified MI-induced myelopoietic activity in the spleen. However, the in vivo experiments did not rule out the possibility that Treg depletion led to a systemic expansion of pro-myelopoietic factors, e.g. IL-1β [25], due to elevated inflammation in the myocardium. We therefore conducted in vitro experiments, which avoid any remote effects. The results indicate that enhanced myelopoiesis after Treg depletion relies not on signals from the infarcted heart but rather on the disinhibition of Tconv, which promote myelopoiesis by cell–cell contact and paracrine effects in vitro. Accordingly, we show in vivo that splenic Tconv produce myelopoietic cytokines after MI under Treg control. Correspondingly, Treg depletion in vivo increased the proportion of T-cells-producing IL-3, GM-CSF, IL-6, and IFN-γ. GM-CSF and IL-3 have been highlighted as myelopoiesis-promoting cytokines produced by splenic Tconv [18]. IFN-γ is a type II interferon primarily produced by T-cells and natural killer cells. Several studies on bone marrow hematopoiesis report that it exerts context-dependent either negative or positive regulatory effects [23]. In our in vitro culture system, IFN-γ promoted myelopoiesis. Considering the aforementioned different roles Tregs may play in regulating myelopoiesis in the spleen and bone marrow, we must acknowledge the limitation that, due to the low number of progenitors in the spleen, we were able to conduct the in vitro studies only with bone marrow cells. Collectively, our data show that in the absence of Tregs, splenic T-cells (including both CD4^+^ and CD8^+^ T-cells) overexpress several growth factors and cytokines that promote progenitor cell proliferation, which likely together enhance splenic myelopoesis.

In addition to progenitor cell proliferation, we found that Treg depletion induced a proinflammatory differentiation programme in splenic monocytes characterised by the expression of a set of IFN-γ-response transcripts. This corresponds to the finding that depleting Tregs induced elevated IFN-γ expression in the spleen. In comparison to diphtheria toxin-treated WT mice, the transcriptional profile of monocytes from Foxp3^DTR^ mice revealed the upregulation of genes, such as Gbp5 [11], associated with the IFN-γ -induced M1 macrophage phenotype; nevertheless, this transcriptional profile was distinct from that of in vivo-polarised M1-like macrophages [17]. 

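Gbp5, a guanylate-binding protein that promotes inflammasome assembly, rose in monocytes of Foxp3 DTR mice after MI to 229 ± 46.1 TPM (SD, n = 4), against 41.7 ± 20.6 TPM in WT mice after MI (SD, n = 3). The log2 fold change was 2.52 (SE 0.44, limma adjusted p = 0.033). The gene lies on chromosome 3 of mm10 from 142496934 to 142522344 on the plus strand, and its call ended without any 1 library of either group, without a filter on low values or without variance trend. Genes of antigen presentation on MHC class I had higher values as a group. All 18 had a positive log2 fold change, none passed over all genes and 12 passed adjusted over the list alone. The median was 0.60 (camera adjusted p = 1.5e-08, adjusted p = 0.297 with an estimated correlation). Psmb8, a subunit of the immunoproteasome, was at 351 against 223 TPM (0.65, adjusted p = 0.052), the peptide transporter gene Tap1 at 232 against 133 TPM (0.81, adjusted p = 0.054) and H2-Q4 had a log2 fold change of 0.68 (adjusted p = 0.057). These 3 passed in TPM without scaling, with only these 2 groups, with array weights and without sham library 2 or 3. Of 14 genes of MHC class II presentation 0 passed in limma, over all genes or adjusted over the list alone (median 0.07, camera adjusted p = 0.409); without WT MI library 3 the list passed, at 0.26. Cd74, the invariant chain, was at 942 against 664 TPM (0.54, adjusted p = 0.247) and Ciita, the master regulator of class II genes, had a log2 fold change of 0.40 (adjusted p = 0.525). NK cell markers moved with these genes, summing to 178 ± 64.5 TPM in Foxp3 DTR mice and 52.2 ± 21.8 TPM in WT mice after MI; of 9 markers 1 rose (Gzmb), 4 were higher adjusted over the list alone, and the median was 1.03 (camera adjusted p = 4.1e-04, adjusted p = 0.342 with an estimated correlation). Nkg7 (1.99) and Gzma (1.83) were the next of them by p.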

Notably, depleting Tregs downregulated the expression of the transcription factor Nr4a1. This aligns with the reduced expression of pro-healing factors in myocardial macrophages from Treg-depleted animals [30]; Nr4a1 activity is necessary for Ly6C^high^ monocytes to acquire a Ly6C^low^ macrophage phenotype, which is a prerequisite for proper myocardial healing [13]. Our in vitro experiments further revealed that IFN-γ stimulation recapitulates the effect Treg depletion has on CX3CR1 expression. The chemokine receptor CX3CR1 inversely correlates with Ly6C and CCR2 surface expression and controls monocyte migration [19].

Collectively, we found that Tconv are necessary for induction of splenic myelopoiesis after MI. Endogenous Tregs curtail splenic myelopoiesis and prevent splenic monocytes from acquiring an IFN-γ-induced proinflammatory signature after acute MI, and these effects occur via mechanisms that include disinhibiting myelopoiesis-promoting T-cells. These novel data expand previous findings indicating that Tregs contribute to the local shift in monocyte-derived macrophage differentiation towards a pro-healing phenotype in the infarcted myocardium [15].

### Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

## Data Availability

The RNA-Seq data discussed in this publication have been deposited in the NCBI’s Gene Expression Omnibus database and are accessible through GEO Series accession number GSE102817 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE102817). All other supporting data from this study are available within the article and the supplementary information or from the corresponding author upon reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

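RNA of Ly6C high monocytes, sorted from the spleens of mice on day 5 after MI or sham surgery, was measured by RNA sequencing in 10 libraries of 3 groups, WT mice after sham surgery (replicates 1, 2 and 3), WT mice after MI (replicates 2, 3 and 4) and Foxp3 DTR mice after MI (replicates 1 to 4). Groups and replicate numbers were taken from the sample labels and the paper. The paper gives reads of 50 bp from single-end sequencing, adapter removal with Cutadapt, mapping with STAR to GRCm38 and gene counts with BEDTools. The paper's own test was DESeq2, which was not used here because the tables give no counts. The submitters' processing notes name CASAVA 1.4, cutadapt 1.1, STAR 2.5, StringTie 1.3.0 and the build mm 10, and the coordinates in the files and in the text are those of mm10. The order and the options of these steps are not given in the sources used here.

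The authors deposited 1 table per library with the coverage (a signal, the mean depth over a gene's exons), the FPKM (fragments per kilobase and 1e6 fragments) and the TPM (transcripts per 1e6 transcripts) of each gene. FPKM was deposited already divided by length and library size, and the TPM that the authors deposited sums to 1e6 in each library, so that a change of a few abundant RNAs moves all others. Rows of 1 symbol were summed, which left 24421 symbols common to all libraries. Genes of the mitochondrial genome have no entry in these tables, nor do Ly6g, the gene of the sort marker Ly6G, and Gm43302. No column was left out. With no counts in the tables, depth was inferred from coverage divided by FPKM, which is constant within 1% for 84.9 to 85.2% of entries, and the median over all libraries was 6.64 M reads (M, 1e6) of 50 bp. TPM keeps no counting error, so no interval or detection limit is given for single values, and a TPM of 0 is reported as listed at 0.

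TPM was divided by a median-of-ratios factor per library and log2(TPM + 1) was taken. Genes at 1 TPM or more in at least 3 libraries were kept. limma 3.58.1 in R 4.3.3 fitted group means over all 10 libraries, with a variance trend. It tested Foxp3 DTR mice against WT mice after MI and WT mice after MI against sham surgery. It also tested Foxp3 DTR mice after MI against sham surgery, a comparison that mixes genotype, Treg depletion and surgery. Tests are two-sided unless said otherwise, with Benjamini-Hochberg adjustment. Without scaling, the median of all genes moved by 0.22 between Foxp3 DTR and WT mice after MI, by -0.17 between MI and sham surgery and by 0.05 between Foxp3 DTR mice and sham surgery; with it, all changes are relative to the median gene. Genes that may share reads with near copies (Gbp, Serpina3, Tgtp1 and Tgtp2, Ly6c1 and Ly6c2) are uncertain singly. The preparation kit's strand setting in the gene tables is not given in the sources used here, so overlapping and antisense genes may share reads too.

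The gene lists, the comparisons, the tests, the alternative settings and the rule for the genes named in the text were written before the data were examined, when the labels of Fig. 7c and 7d had already been seen. There were 24 gene lists and 15 marker lists of other cell types. Lists with at least 3 tested members, 36 in number, were tested with camera at a preset correlation of 0.01 and again with an estimated correlation, and with fry, which tests whether the genes of a list move on balance 1 way and does not compare them with other genes. The lists of mitochondrially encoded genes (0 members), of T cell cytokines measured in Fig. 4 (2 tested) and of eosinophils (2 tested) were too small to test. Over-representation used Fisher's exact test, one-sided, with all tested genes as background and higher and lower genes apart. The genes named are those the paper names for these samples (Nr4a1, Ifngr1, Cxcl9, Cx3cr1, Gbp5, Ccr2, Ly6c1 and Ly6c2) and the sort markers, the 10 largest rises and 10 largest falls among genes past the threshold at 5 TPM or more in 1 group with no overlap between groups (with none past it, the 3 of lowest p each way), up to 4 members of lowest p per list, and of the figure labels the tally, those that go against the figure and up to 8 others. Any other gene is marked as chosen after its values were seen. The values of some single genes within this rule are not reported here.

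Alternatives were TPM without scaling, quantile normalization, FPKM, pseudocounts of 0.1 and 5, no filter, a filter at 5 TPM, a fit of only the 2 groups compared, no variance trend, a robust fit, array weights, the replicate number as a block, a minimum log2 fold change of 1 in size and the removal of each library in turn. After seeing the data, 4 covariates were added, namely depth, the share of the 10 most abundant RNAs, the level of T cell and NK cell markers and that of neutrophil markers. The marker sums do not overlap between Foxp3 DTR and WT mice after MI, so fits with them cannot separate marker RNA from the group. The test was checked on simulated data, 12753 genes with the levels and spread of these libraries, in which it recovered 74.6% of genes changed by a log2 of 1, 98.5% at 2 and 100% at 3 for Foxp3 DTR against WT mice after MI, and 74.6%, 95.5% and 100% for MI against sham surgery; of 12513 unchanged genes it called 8 and 10. Intervals of medians are 95% bootstrap intervals over genes with 10000 resamples. The gene ontology and protein network analyses of the paper were not repeated, and Supplementary Tables 1 and 2 were not used here.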

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

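All 3 tests on sham library 3 and the 4 covariate fits were chosen after the result was seen; for the position of that library, the bootstrap interval was added to the comparison after a first run in which the position alone had been compared and lay below the limit, which would have excluded a wrong label.

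The list of IFN-γ response genes had a median log2 fold change of 1.495 in Foxp3 DTR against WT mice after MI, with 25 of 44 genes passing (adjusted p = 0.282 with an estimated correlation, 0.020 by fry). The depth of the libraries and a few abundant RNAs are argued against as its whole cause, since the median was 1.43 with depth as a covariate (median SE 0.24, 31 genes called) and 1.499 with the share of the 10 most abundant RNAs, each above the 0.75 set as the limit; in the latter fit the median SE grew from 0.31 to 0.64, which ended all 25 gene calls. RNA of T cells or NK cells among the sorted monocytes stays open as a part of it. Their 20 markers had a median of 1.69 (interval 1.09 to 1.97, 1 passing, Gzmb, and both lists at an adjusted p = 0.342 with an estimated correlation). With their level as a covariate the median of the IFN-γ list was 0.83 (SE 0.37, 0 called), with 43 of 44 genes positive. This lies above the limit of 0.75, by less than its SE. The T cell and NK cell sums do not overlap between the groups after MI, so this fit cannot separate these cells' RNA from the group. No conclusion is drawn from it. Sham library 3 had T cell and NK cell sums of 171 and 223 TPM and an IFN-γ sum of 4830 TPM. In Foxp3 DTR library 1 they were 32.8, 94.5 and 6898 TPM. The sort removed CD3+ cells, and the IFN-γ list sums to 7679 ± 1003 TPM against 3261 ± 645 TPM, far above the T cell and NK cell sums. With neutrophil markers as a covariate the median of the IFN-γ list was 0.68 (SE 0.57), below the limit of 0.75. Neutrophil RNA is therefore not argued against. Neutrophil sums do not overlap between the groups after MI either, so this fit cannot show such RNA to be the cause. A response of the monocytes to IFN-γ after Treg depletion, which the design gives as the biological explanation, may account for the rise as well. These data do not separate such a response from RNA of other cells. The number of genes called is not explained by grouping at random, since the real split called 145 genes and the highest of the other splits 3 (1 of 35 splits as large).

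The list of Ly6C low monocyte genes had a median of -0.85, with 4 of 25 genes passing (adjusted p = 0.282 with an estimated correlation, 0.020 by fry), while its member Nr4a1 (-1.06, adjusted p = 0.169) did not pass. Fewer Ly6C low cells among the sorted monocytes, which the gate on Ly6C high cells would remove, cannot be told apart from a lower expression per cell, because the genes not labelled in Fig. 7c had a median of -0.44 whose interval (-0.89 to -0.12) holds the -0.79 that marks the limit, set from the 6 labelled genes at -1.57. A difference in cell handling before lysis stays open for Nr4a1, since the 27 immediate-early and stress genes had a median of -0.59 (-0.75 to -0.34), at or below the limit of -0.53. With T cell and NK cell markers as a covariate the median of the Ly6C low list was -0.24 and with neutrophil markers -0.035 (SE 0.37 and 0.51). It was -0.78 with depth and -0.82 with the abundant RNAs. The marker fits cannot separate marker RNA from the group, since the marker sums do not overlap between the groups after MI. A change of monocyte differentiation after Treg depletion remains an explanation beside these that was not tested with these RNA data. For CX3CR1, the paper reports lower levels on monocytes when IFN-γ was added to bone marrow cells ex vivo.

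Sham library 3 lay at 0.660 between WT mice after MI (0) and Foxp3 DTR mice after MI (1), over the 145 genes that differ most between these groups in a fit without it. A mixture with RNA of a Foxp3 DTR library was judged over another set, the 422 genes called without sham library 3 (244 higher, 178 lower). It is argued against, since the higher genes ask for a share of 0.508 and the lower ones for 0.746 (difference -0.238, intervals apart). So is a dilution by other cells' RNA, since 17 monocyte genes stood at a log2 difference of 0.138 (-0.083 to 0.404) from the other sham libraries. This lies above the limit of -0.28, set from the 178 lower genes at -0.567. A wrong label stays open, because the interval of the library's position (0.591 to 0.724) reaches the limit of 0.666. The position itself is below that limit, and the Foxp3 DTR libraries lie at 0.834 to 1.00. The WT MI libraries lie at 0.226 to 0.360 and the other sham libraries at -0.0028 and -0.191. Erythroid and plasma cell markers of sham library 3, at 305 and 238 TPM, lie above the 12.3 to 43.2 and 55.4 to 126 TPM of the Foxp3 DTR libraries. Its IFN-γ list (4830 TPM) and GTPases (3162 TPM) lie below their 6898 to 9132 and 4872 to 6503 TPM. Its Ly6C low list (2529 TPM) and neutrophil markers (1367 TPM) lie within their 1723 to 2679 and 1036 to 2595 TPM. Its mean correlation was 0.965 with the Foxp3 DTR libraries and 0.944 with the other sham libraries. No biological explanation was tested for this library. The comparison of Foxp3 DTR mice with sham surgery called 70 genes with it and at most 17 in other splits (1 of 35 as large), so that chance is excluded there; for MI against sham surgery, with 0 called and 5 as the highest of the other splits (10 of 10 as large), 10 splits are too few to judge.

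Single Foxp3 DTR libraries stood far from the other 3. Nkg7 was at 19.3 TPM in library 1 and 49.7 to 54.5 TPM in the others. Mir6959 was at 2.51 TPM in library 4 and 0 to 0.162 TPM in the others. Ly96 was at 71.4 TPM in library 4 and 51.4 to 54.2 TPM in the others. Rsad2 was at 21.6 TPM in library 3 and 14.7 to 15.8 TPM in the others. Gngt2 was at 290.2 TPM in library 1 and 258 to 262 TPM in the others. Genes of oxidative phosphorylation summed to 14750 TPM in library 4 and 11710 to 12080 TPM in the others. The 10 most abundant RNAs held 23.0% of TPM in library 4 and 17.3 to 18.0% in the others. These are 7 of 134 values tested, where chance gives about 5%. Among the lists outside the genes the paper discusses that passed camera at the preset correlation between Foxp3 DTR and WT mice after MI, and none of which passed with an estimated correlation, the median log2 fold change was 2.40 for neutrophil markers, 1.88 for T cell markers, 1.07 for proliferation genes and -0.36 for ribosomal proteins, and further 2.11 for plasma cells, 1.08 for basophils and mast cells, 1.03 for NK cells, 0.73 for progenitor genes, 0.60 for MHC class I, 0.40 for glycolysis and -0.59 for immediate-early genes.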

How the results depend on the processing

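The 4 covariate fits were chosen after the result was seen, and all other settings were set before the data were examined. Among the latter, named genes stayed on their side of the threshold in 1926 cases (in 26 the sign changed with no call before or after), lost the call in 343, gained it in 99 and turned from or to a call in 0. Gene lists, by camera's direction, did so in 2472 (the sign of the median changed in 129), 148, 52 and 6. For Foxp3 DTR against WT mice after MI, 145 genes were called, 527 in TPM without scaling, 583 with only the 2 groups compared, 398 with array weights, 93 with a minimum log2 fold change of 1 in size, 74 without variance trend, 22 without a filter (more genes tested) and, without 1 library, 0 (WT MI library 2; limma, 2424 at an unadjusted p under 0.05) to 431 (sham library 2); apart from the replicate block, the other settings gave 119 to 176. For MI against sham surgery the count was 0, 3 with only these groups and 0 to 2 without 1 library. For Foxp3 DTR mice against sham surgery it was 70, 23 with a pseudocount of 0.1, 11 without a filter, 10 with only these groups, 29 without variance trend and, without 1 library, 3 (sham library 1) to 636 (sham library 3). Replicate numbers do not pair the libraries (correlations of 0.0017 to 0.189 between same-numbered Foxp3 DTR and WT libraries after MI, 2 of 3 highest with their own number); with the replicate block 81 genes were called, 59 of them among the 145, and 0 and 16 in the other comparisons; for MI against sham surgery the block also ended the list calls of basophils, plasmacytoid dendritic cells and lysosomal enzymes. Depth as a covariate gave 248 and 7 for the comparisons of Foxp3 DTR mice, the share of the 10 most abundant RNAs 0 and 0 (limma; 910 and 1435 at an unadjusted p under 0.05), T cell and NK cell markers 0 and 9, and neutrophil markers 0 and 0. Of 36 lists, 16, 11 and 15 were called in the 3 comparisons, 0, 0 and 0 with an estimated correlation (the IFN-γ list at 1.495 with an adjusted p of 0.282), 9, 0 and 6 by fry and, for MI against sham surgery, 7 to 15 without 1 library. The lists that turned from or to a call without 1 library had medians, over all such removals, of the following ranges: for Foxp3 DTR against WT mice after MI, type I interferon (-0.16 to 0.17) and, for MI against sham surgery, cytokines and NF-κB targets (-0.19 to 0.16), immediate-early genes (-0.25 to 0.37), IFN-γ response (-0.40 to 0.18), GTPases (-0.58 to 0.21) and proliferation (-0.12 to 0.71). With covariates, the lists that turned from or to a call had these medians: for Foxp3 DTR against WT mice after MI, with abundant RNAs, immediate-early genes (0.36) and ribosomal proteins (0.0028), with T cell and NK cell markers, T cells (0.027) and erythroid cells (-1.24), and with neutrophil markers, progenitor genes (-0.32), proliferation (-0.54), immediate-early genes (0.084), oxidative phosphorylation (-0.16), T cells (-1.23), regulatory T cells (-0.61), plasma cells (-0.84), NK cells (-0.10) and erythroid cells (-2.41). For MI against sham surgery they were, with abundant RNAs, ribosomal proteins (-0.023), with T cell and NK cell markers, IFN-γ response (0.29), GTPases (0.29) and T cells (0.14), and with neutrophil markers, IFN-γ response (0.38), GTPases (0.43), Ly6C low genes (-0.38), T cells (0.69), NK cells (0.27) and erythroid cells (0.42). For Foxp3 DTR mice against sham surgery, T cells (-0.30) and neutrophils (-0.12) turned with neutrophil markers. With covariates, medians of lists whose call ended also changed sign, for Foxp3 DTR against WT mice after MI, for plasma cells (-0.074, T cell and NK cell markers), the unlabelled Ly6C low genes (0.0040) and neutrophils (-0.25, both neutrophil markers), and, for MI against sham surgery, for NK cells (0.19, T cell and NK cell markers), plasmacytoid dendritic cells (0.20) and basophils (0.16, both neutrophil markers). Beyond the filter, the cause of these changes was not tested. The depth of 3.13 to 8.40 M reads (M, 1e6) limits genes at low TPM most, and with values but no counts their counting error is not known.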

Differences from the paper's values

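The paper gives 30 M sequenced reads (M, 1e6) and does not say whether this is per library. The depth carried by the deposited tables was a median of 6.64 M over the 10 libraries (3.13 to 8.40 M). Which reads the tables count as the library is not given in the sources used here, so these need not be the same kind of reads. None of the alternatives set before the data were examined acts on the depth of the tables, so it stays the same under each of them.

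The paper places Nr4a1 amongst the most strongly lowered transcripts of Foxp3 DTR mice. Its values were lower here in each Foxp3 DTR library than in each WT library after MI, but with a log2 fold change of -1.06 (limma, adjusted p = 0.169) it did not pass the test, and by size it was number 173 of the genes with a fall (150 among those at 5 TPM or more in WT mice after MI). It passed with only the 2 groups compared (adjusted p = 0.0060, number 64 of 242 called falls), without sham library 2 (0.043, number 53 of 178) and without sham library 3 (0.024, number 55 of 178).

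In Fig. 7c, drawn at an adjusted p under 0.05, all 32 tested labels of the upper part and all 17 of the lower part had the figure's direction, and 26 and 11 passed here. Those that did not are Fbn1, Serpina3i, Slc52a3, Tbc1d2, Spint1 and Tlr4, and Soga1, Acss1, Nr4a1, Itga8, Stap1 and Slc44a1. More passed with only the 2 groups compared (31 and 15), without sham library 2 or 3 (30 and 15 each), with array weights (30 and 14), without scaling (30 and 12), with FPKM or a pseudocount of 5 (29 and 11 each) and with quantile normalization (28 and 11). A filter at 5 TPM called 1 further label and dropped 1, a fit without variance trend called 1 and dropped 9 and 7, and a robust fit called 2 and dropped 3 and 2. Fewer passed with a minimum log2 fold change of 1 in size (24 and 9), a pseudocount of 0.1 (23 and 9), the replicate block (21 and 5), no filter (5 and 1) and without sham library 1 (23 and 11). Without 1 library of either group after MI, 0 to 11 and 0 to 4 passed, the lowest without WT MI library 2 (limma, 32 and 16 at an unadjusted p under 0.05). In each of these fits, 32 and 15 to 17 had the figure's direction at an unadjusted p under 0.05. Of the 4 covariates, all chosen after seeing the values, depth gave 30 and 13 and dropped 0 of the labels already called. The other 3 gave 0 and 0 in limma and dropped all of them (25 and 10 at an unadjusted p under 0.05 with the 10 most abundant RNAs, 27 and 9 with T cell and NK cell markers, 8 and 1 with neutrophil markers).

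The paper describes Fig. 7d as a network modelled from the top upregulated genes and states no direction for single nodes. Of its 33 tested labels, 29 were higher here and 21 passed. The paper names Ifngr1 as a hub of this network; here its log2 fold change was -0.43 (limma, adjusted p = 0.196), with -0.49 to -0.19 over the other settings and none calling it. Cd14 (-0.29), Ly96 (-0.13) and Stat5a (-0.05) were the other labels with lower values. Ly96 (0.11) and Stat5a (0.18) were positive in TPM without scaling, which moves the median of all genes by 0.22. Ly96 was also positive without WT MI library 2 (0.070) and Stat5a without WT MI library 3 (0.010). Cxcl9, the other hub, rose by 3.46. More labels passed with only the 2 groups compared (25), without scaling, with array weights or without sham library 2 or 3 (24 each), with FPKM or a pseudocount of 5 (23 each) and with quantile normalization (22); the fits without variance trend and with the robust option each called 1 further label and dropped 7 and 2. Fewer passed with a pseudocount of 0.1 (20), a minimum log2 fold change of 1 in size (19), without sham library 1 (19), with the replicate block (18), with no filter (5) and without 1 library of either group after MI (0 to 10, the lowest without WT MI library 2; limma, 26 at an unadjusted p under 0.05). In each fit without 1 library of either group after MI, 26 or 27 labels were higher at an unadjusted p under 0.05. Of the covariates, chosen after seeing the values, depth gave 24 and dropped 0. The other 3 covariates gave 0 in limma and dropped all 21. At an unadjusted p under 0.05 there were 21 with the 10 most abundant RNAs, 22 with T cell and NK cell markers and 7 with neutrophil markers.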

Other observations

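Only the fit with neutrophil markers as a covariate was chosen after the result was seen in this part. Genes of the cell cycle had higher values in monocytes of Foxp3 DTR mice than of WT mice after MI: all 31 had a positive log2 fold change, with a median of 1.07 (0.71 without WT MI library 3; camera adjusted p = 6.4e-10, adjusted p = 0.460 with an estimated correlation), although none passed singly in limma, over all genes or adjusted over the list alone. Cdc20 stood at 1.66, Ccnb1 at 1.36 and Mcm3 at 1.06. Genes of granulocyte-monocyte progenitors (14) had a median of 0.73 (adjusted p = 0.0099, adjusted p = 0.342 with an estimated correlation), 4 higher and 1 lower adjusted over the list alone, Ms4a3 at 2.35 and Flt3 at -1.86; the call ended without WT MI library 3 (0.44) or 4 (0.70), in TPM without scaling (0.93) and with a filter at 5 TPM (0.76). Neutrophil markers moved with both lists. With their level as a covariate the median was -0.54 for the cell cycle (camera adjusted p = 5.7e-04 on the lower side) and -0.32 for the progenitor genes (camera adjusted p = 0.460). This fit cannot separate marker RNA from the group. Of 17 glycolysis genes 1 rose, Hk3 (1.65), and 7 were higher and 1 lower adjusted over the list alone (median 0.40, adjusted p = 4.0e-04, adjusted p = 0.342 with an estimated correlation). Of 82 ribosomal protein genes 1 fell, 6 were lower adjusted over the list alone and 78 had a negative log2 fold change, Rps27 among them (-0.93); the median was -0.36 (adjusted p = 9.3e-14, adjusted p = 0.414 with an estimated correlation) and -0.11 in TPM without scaling, which moves the median of all genes by 0.22.

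Other groups did not pass camera between Foxp3 DTR and WT mice after MI. Over 25 other settings, oxidative phosphorylation was called in 3, and conventional dendritic cells and red pulp macrophages in 2 each. Oxidative phosphorylation (80 genes, Ndufa5 higher at 0.84, 1 adjusted over the list alone) had a median of 0.05 (camera adjusted p = 0.179) and passed without WT MI library 2 (0.13). The oxidative burst and antimicrobial list (13 genes) had 2 genes higher, Camp and Irg1 (2.57), the enzyme that makes itaconate (1.09 with a pseudocount of 5), and 2 higher and 3 lower adjusted over the list alone; its median was -0.11 and its mean 0.33, with camera on the lower side (0.505), while the 2 called genes are more than the 0.0894 due by chance (Fisher's exact test, one-sided, adjusted p = 0.021; 0.349 with 1 gene over a background of genes at a mean of 5 TPM). Cholesterol and lipid metabolism (20 genes) had 1 gene higher and Apoe lower, 3 higher and 4 lower adjusted over the list alone, a median of 0.17, a mean of -0.015 and camera on the higher side (0.505). Among lysosomal enzymes (20 genes) 1 fell, the asparaginyl protease gene Lgmn (-1.17), also adjusted over the list alone, with a median of -0.015 (0.220). Chemokine receptors and adhesion genes (18) had Cx3cr1 lower and 2 higher and 1 lower adjusted over the list alone (median 0.0080, 0.545). Of other cell types, the medians were 0.76 for regulatory T cells (3 genes, 0.167; passing without sham library 3 at 0.76), 0.15 for B cells (6 genes, 0.795, camera on the lower side, Cd79b lower at -0.78), -0.10 for conventional dendritic cells (9 genes, 0.167, Dpp4 lower at -0.74), 0.62 for plasmacytoid dendritic cells (5 genes, 0.505), -0.16 for red pulp macrophages (10 genes, 0.118; passing without Foxp3 DTR library 1 at -0.54), 0.55 for erythroid cells (8 genes, 0.267), -0.15 for megakaryocytes (4 genes, 0.636) and -0.36 for stromal and endothelial cells (3 genes, mean -0.020, 0.897). Without a filter on low values, or without WT MI library 2, none of Hk3, Ndufa5, Irg1, Lgmn, Cd79b and Dpp4 passed, and in TPM without scaling Cd79b and Dpp4 did not.

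Monocytes of Foxp3 DTR mice after MI differed from those of sham-operated WT mice, a comparison that mixes genotype, Treg depletion and surgery, in 70 genes, 50 higher and 20 lower (limma, adjusted p under 0.05). IFN-γ response genes had a median of 1.43 (14 higher, 40 adjusted over the list alone), the members without a figure label 0.92 (3 higher, 19 adjusted over the list alone), GTPases 2.15 (8 and 22) and MHC class I genes 0.64 (1 and 13). The Ly6C low list had a median of -0.52 (1 lower, 8 adjusted over the list alone) and the proliferation list 1.42 (none over all genes, 29 adjusted over the list alone). For all 36 lists of this comparison the lowest adjusted p was 0.352 with an estimated correlation. Without sham library 3 the count was 636, and without sham library 1 it was 3 (Amz1, Lair1 and Myof), without sham library 2 or Foxp3 DTR library 3 it was 5 (Amz1, Clic4 and Myof in both, Tfec and Trf in the former, Gbp9 and Mir7081 in the latter), all but Gbp9 named after their values were seen. Without Foxp3 DTR library 1, 2 or 4 it was 6, 7 and 9, and without WT MI library 2, 3 or 4 it was 23, 29 and 33.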
